# The reduction of astrocytic tau prevents amyloid-β-induced synaptotoxicity

**DOI:** 10.1093/braincomms/fcac235

**Published:** 2022-09-19

**Authors:** Pablo Cisternas, Xavier Taylor, Pablo Martinez, Orlando Maldonado, Nur Jury, Cristian A Lasagna-Reeves

**Keywords:** tau, astrocytes, synaptotoxicity, neuroprotection, beta-amyloid

## Abstract

Alzheimer’s disease is a neurological disorder characterized by the overproduction and aggregation of amyloid-beta and the phosphorylation and intraneuronal accumulation of tau. These events promote synaptic dysfunction and loss, leading to neurodegeneration and cognitive deficits. Astrocytes are intimately associated with synapses and become activated under pathological conditions, becoming neurotoxic and detrimentally affecting synapses. Although it has been established that reducing neuronal tau expression prevents amyloid-beta-induced toxicity, the role of astrocytic tau in this setting remains understudied. Herein, we performed a series of astrocytic and neuronal primary cultures to evaluate the effects of decreasing astrocytic tau levels on astrocyte-mediated amyloid-beta-induced synaptic degeneration. Our results suggest that the downregulation of tau in astrocytes mitigates the loss of synapses triggered by their exposure to amyloid-beta. Additionally, the absence of tau from astrocytes promotes the upregulation of several synaptoprotective genes, followed by increased production of the neuroprotective factor Pentraxin 3. These results expand our understanding of the contribution of astrocytic tau to the neurodegenerative process induced by amyloid-beta-stimulation and how reducing astrocytic tau could improve astrocyte function by stimulating the expression of synaptoprotective factors. Reducing endogenous astrocytic tau expression could be a potential strategy to prevent synaptic damage in Alzheimer's disease and other neurological conditions.

## Introduction

Alzheimer’s disease is a neurological disorder characterized by extracellular plaques composed of aggregated forms of the amyloid-beta (Aβ) peptide and intraneuronal neurofibrillary tangles (NFTs), neuropil threads, and dystrophic neurites that contain aggregated forms of the protein tau (‘tau-pathology’).^1–3^ The pathways underlying tau-pathology-induced synaptotoxicity, neurodegeneration and later cognitive deficits are not fully understood. The prevailing hypothesis is that hyperphosphorylation, misfolding, and fibrillization of tau impairs synaptic structures and triggers neuronal death;^4,5^ it is widely accepted that tau acquires a toxic gain of function. Alternatively, it has recently been suggested that physiological tau functions could possibly contribute to brain disease by allowing other factors and processes to alter other signalling pathways.^6^ For instance, Aβ-mediated neurodegeneration and cognitive dysfunction are considered to depend largely on tau.^6^ It has been reported that reducing tau expression prevents or diminishes Aβ-induced toxicity in cultures of rodent primary neurons.^7,8^ Moreover, *in vivo* studies have revealed that total genetic ablation of endogenous murine tau in a hAβPP mouse model prevents behavioural deficits and synaptic alterations.^7,9–12^ The results of these studies indicate that lowering tau levels is a potential therapeutic strategy for Alzheimer’s disease, bypassing the need to determine which forms of tau are most detrimental.

Under physiological conditions, tau is mainly expressed by neurons.^13^ Therefore, most tau-related studies, including those evaluating the effect of decreasing tau levels, have been focused on neurons.^14,15^ Interestingly, tau is also expressed in astrocytes, although at lower levels than in neurons. Under basal conditions, tau expression is 5 and 10 times lower in astrocytes than in neurons in humans and mice, respectively.^13,16^ Under physiological conditions, several astrocytic mechanisms contribute to the regulation of neuronal function, synaptic integrity and plasticity.^17^ Therefore, alterations in astrocytic function may contribute to synaptic loss in Alzheimer’s disease;^18^ however, the extent of this contribution is currently unclear. As the expression levels of astrocytic tau are low, its relevance has yet to be studied in detail. Recent studies have revealed that lowering tau levels in 4R tau-expressing iPSC-derived astrocytes improves neuronal survival.^19^ Thus, we aimed to determine if the deletion of astrocytic tau protects synapses against the toxic effects of Aβ oligomers.

Our present results suggest that astrocytes could be important mediators of Aβ-induced neurotoxicity and that reducing endogenous astrocytic tau levels ameliorates synaptic loss. Our gene expression analyses suggest that this beneficial effect could partly be due to the upregulation of several astrocytic neuroprotective factors, among which PTX3 showed the most significant increase.

## Materials and methods

### Animals

All work involving mice was performed following the Institutional Animal Care and Use Committee guidelines and in compliance with the Animal Welfare Act, the Guide for the Care and Use of Laboratory Animals, the Office of Laboratory Animal Welfare and the guidelines of Indiana University School of Medicine. Animals were provided with water and food *ad libitum* and housed with light/dark cycles of 12 hrs. P0-P1 wild-type (WT, C57BL/6J, JAX # 000664) and tau knockout (Tau^−/−^, JAX # 007251) male and female pups were used for the cortical astrocyte and neuronal culture experiments, and 6-month-old (6 mo) WT and tau^−/−^ mice were used for the immunofluorescence (IF) studies. Tissues were collected after the animals were euthanized by decapitation under deep anaesthesia. Brains were extracted and prepared as previously described.^20^

### Astrocyte cultures

Astrocytes were cultured as previously described.^21^ Briefly, brains were extracted, and cortices were dissected and washed with calcium-and magnesium-free Hank’s balanced salt solution (CMF-HBSS). Cortices were resuspended in 4.5 ml of CMF-HBSS and incubated with 2.5% trypsin and 1% DNAse for 15 min at 37°C, with gentle swirling of the tubes every 5 min. Next, a cell suspension was obtained by carefully pipetting the tissue. The cell suspension was filtered through a 40 μm pore cell strainer and centrifuged at 1000 rpm for 8 min. The cells were counted, and 1 × 10^6^ cells/ml were seeded in 12 well plates containing 18 mm sterile coverslips in 37°C prewarmed glial medium [minimal essential medium (MEM)], 0.6% glucose, 1 ×  penicillin/streptomycin, and 10% fetal bovine serum (FBS) for the IF experiments. Sixty-millimetre cell culture dishes were used for astrocyte conditioned medium (ACM) collection. The cells were maintained by replacing the glial medium every 2 days until the desired confluency was achieved at 11 days.

### Neuronal cultures

The procedure used for cortical neuronal culture was based on previous work.^22^ Briefly, brains were extracted, and cortices were dissected and washed twice with dissection medium (DM, 97.5% HBSS, 1 ×  sodium pyruvate, 0.1% glucose, 10 mM HEPES). The cortices were suspended in 4.5 ml of DM and incubated with 2.5% trypsin and 1% DNAse for 15 min. After 2 washes with DM, cortices were washed twice with 37°C prewarmed plating media (PM, 86.55% MEM Eagle’s with Earle’s BSS, 10% filtered and heat-inactivated FBS, 0.45% glucose, 1X sodium pyruvate, 1X glutamine, 1X penicillin/streptomycin). Tissue was disaggregated using glass Pasteur pipettes with tips previously rounded by gentle flaming. The resulting suspension was filtered through a cell strainer (40 μm pore). The cells were counted, and 200 000 cells/ml were seeded on 12 well plates containing 1 ml of 37°C prewarmed maintenance medium (MM, 95% neurobasal media, 1 ×  B-27 supplement, 1 ×  glutamine, 1 ×  penicillin/streptomycin) and 18 mm coverslips treated overnight with 0.5% poly-L-lysine in borate buffer. Half of the media was replaced with fresh 37°C prewarmed MM 5 hours after seeding. On the third day of culture, cytosine arabinoside (AraC) was added at a final concentration of 3 μM. Neurons were maintained for 14 DIV. Half of the medium was replaced with fresh 37°C prewarmed MM every 2 days.

### Amyloid-beta oligomer preparation

Aβ oligomers were prepared as previously described.^23^ Briefly, 0.3 mg of lyophilized peptide Aβ_1–42_ (03112 Novex by Life Technologies) was resuspended in 500 μl of 50% acetonitrile/water and relyophilized. The protein powder was dissolved in 200 μl of hexafluoroisopropanol (HFIP), and the suspension was incubated for 15 min at room temperature (RT). Next, 700 μl of cell culture-grade ultrapure water was added, and the suspension was stirred at 500 rpm using a Teflon-coated micro stir bar for 36 h at 22°C in a fume hood. An 18-gauge needle was used to make three holes in the caps of the tubes to allow the evaporation of HFIP.

### Astrocyte stimulation with Aβ, collection of astrocyte conditioned medium and recombinant PTX3 addition

After culturing astrocytes for 11 days *in vitro* (11 DIV), Aβ oligomers were added at a final concentration of 1 μM and the cells were incubated for a further 24 h. This concentration of Aβ, which is higher than physiological levels,^24^ has been previously used in astrocyte culture to trigger reactivity without cellular death^25–27^ The next day, the astrocytes were washed twice with 37°C prewarmed cell culture-grade sterile PBS (1X), and the medium was replaced with glial medium without either phenol red or FBS. The medium was conditioned by astrocytes for 24 h. The next day, the ACM was collected and lyophilized. The protein powder was resuspended in 1.5% of the original lyophilized volume in cell culture-grade sterile PBS (1X). The total protein content of the ACM was determined by the BCA method, and 10 μg of total protein was added to 14 DIV neuronal cultures. The endotoxin content of the ACM was quantified using the Pierce Chromogenic Endotoxin Quantification kit (A39552, Thermo) according to the manufacturer’s instructions. The conditioned media contained under 1 endotoxin unit (EU)/ml, a non-toxic concentration incapable of inducing significant glial activation.^28–31^ Recombinant human PTX3 (R&D Systems 10292-TS-050) was prepared in MM and applied to neuronal cultures at a final concentration of 1 μg/ml as previously described.^32^ Heat-inactivated PTX3 (iPTX3) was obtained by heating aliquots of PTX3 for 10 min at 70°C. Neurons were incubated with the ACM for 24 h, fixed in 37°C prewarmed 4% paraformaldehyde/4% glucose in PBS 1X for 15 min, and stained for synaptic markers.

### AAV production and astrocyte transduction

The mouse tau shRNA sequence (CTGGAGCAGAAATTGTGTATAA) was used for the shRNA experiments. The shRNA-tau sequence was cloned downstream of the GFAP promoter and packaged into an AAV9 vector from Vectorbuilder. A scrambled shRNA sequence (shScr) was used as the transduction control. Primary astrocyte cultures were transduced with 2.44 × 1011 viral particles at 11 DIV for 7 days with the shRNA-tau to downregulate astrocytic tau or shScr.

### Immunofluorescence studies in astrocyte and neuronal cultures

Fixed cells on coverslips were washed with 1X PBS and permeabilized with 0.1% Triton X-100 in 1X PBS for 15 min, followed by a single 5 min wash with 1X PBS. Next, non-specific epitopes were blocked with 3% BSA in 1X PBS for 1 h at RT. Primary antibodies were diluted in 1% BSA in 1X PBS and added to the cells. The cells were then incubated overnight (ON) in a humidified chamber at 4°C. The following antibodies were used for neurons: Synapsin-1 (1:100, ab64581 Abcam) and PSD95 (1:100, ab2723 Abcam). GFAP (1:100, G3893 Sigma) and PTX3 (1:100, PA5-101097 Invitrogen) were used for astrocytes. The next day, the coverslips were washed 3 times with 1X PBS and the corresponding mouse and rabbit Alexa Fluor 488 and 568 secondary antibodies (1:100 Invitrogen A32723 and A11036, respectively) were added. The coverslips were then incubated in 1% BSA for 1 h at RT. Next, three 1X PBS washes were performed, and the coverslips were mounted with Vectashield containing DAPI (Vector Laboratories) and sealed with nail polish. The percentage of GFAP-positive cells was determined to assess astrocyte purity. The coverslips were examined using a Nikon A1R Scanning Confocal Microscope coupled with Nikon NIS Elements imaging software. Synaptic cluster quantification was manually performed with Fiji (ImageJ) as previously described.^33^ Immunofluorescence intensity was manually analyzed with Fiji as previously described.^34^ For each staining procedure, as a negative control, primary antibodies were omitted to determine background and autofluorescence.

### Brain section immunofluorescence

Paraffin sections were deparaffinized in xylene, rehydrated in descending grades of ethanol (EtOH) and washed with deionized water. After blocking with 3% BSA in 1X PBS, the sections were incubated ON at 4°C with GFAP (1:100, G3893 Sigma) and PTX3 (1:100, PA5-101097 Invitrogen) antibodies prepared in 1% BSA 1X PBS. The next day, three 5-minute washes with 1X PBS were performed, followed by incubation for 1 h with the corresponding Alexa Fluor 488 and 568 secondary antibodies in 1% BSA 1X PBS. Finally, brain sections were washed threetimes with 1X PBS, quickly dipped in deionized water and mounted with Vectashield containing DAPI (Vector Laboratories). The sections were examined using the microscope and procedures described for the astrocyte and neuronal cell immunofluorescence experiments. The colocalization analysis was conducted automatically using Fiji with the JACoP plugin; Pearson’s correlation coefficient was used as a colocalization index, as previously described.^35^ For each staining procedure, as a negative control, primary antibodies were omitted to determine background and autofluorescence.

### Western blots

Astrocyte cultures were washed twice with sterile 1X PBS and scraped from the dish with 100 μl RIPA buffer supplemented with one protease inhibitor cocktail tablet/10 ml (Roche 011836170001). The lysate was resuspended thoroughly and centrifuged at 15 000 RPM at 4°C for 10 min. The supernatant was collected, and the protein concentration was determined using the BCA method. The samples were mixed with loading buffer, and 30 μg of total protein was loaded on a NuPAGE 4–12% Bis-Tris protein gel (Invitrogen) and separated at 70 V. The proteins were dry-transferred into a nitrocellulose membrane. The membranes were blocked for 1 h in 5% dry milk powder reconstituted in TBS-T 0.01%; subsequently, total tau (DAKO A0024, 1:000) and β-actin (Santa Cruz sc4778, 1:5000) primary antibodies diluted in TBS-T 0.01% -BSA 3% were added, and the membranes were incubated ON at 4°C. The next day, the antibodies were replaced with the corresponding secondary HRP-conjugated antibodies (goat anti-mouse and goat anti-rabbit Jackson Immunoresearch 711035152 and 715035150, respectively) in 5% milk, and the membranes were incubated for 1 h at RT. According to the manufacturer's specification, the membranes were washed twice with TBS-T and visualized using SuperSignal West Pico PLUS Chemiluminescent (ThermoFisher) developing solution.

### Nanostring gene expression analysis

Total mRNA was purified from primary astrocyte cultures and multiplexed using the nCounter analysis system (NanoString Technologies, Seattle, WA, USA) combined with the nCounter Mouse Glial Profiling Panel. Briefly, 100 ng total RNA per sample was loaded and hybridized with probes for 16 h at 65° C, following the manufacturer’s protocol. Only samples with an RNA integrity number (RIN) > 9 were used for the NanoString analysis. Counts for target genes were normalized to the best fitting housekeeping genes as determined by nSolver software to account for variation in RNA content. The background signal was calculated as the mean value of the negative hybridization control probes. The expression data were excluded when the background signals were lower than the average negative control background signal, and probes with <100 reads for six or more samples were removed from the analysis. Downstream analyses and visualizations of gene expression datasets were performed using the NanoString nCounter Advanced Analysis Report software.

### ELISA assay of ACM

The Abcam Mouse PTX3 ELISA Kit (ab245713) was used to assess the concentration of PTX3 present in the ACM. The 96-well plate was prepared following the manufacturer’s instructions, using 50 μl of undiluted ACM, obtained as described earlier in the Methods. Finally, the plate was read at 405 nm on a microplate reader, and the absorbances on the different samples were analyzed and plotted.

### Cell viability assay

Cell survival was measured using the Cell Titer 96 AQueous One Solution kit according to the manufacturer’s directions (G3582, Promega). Briefly, ninety-six well tissue culture plates were used to seed astrocytes at a density of 10.000 cells per well. At 11 DIV, astrocytes were treated with 1 μM of Aβ oligomers. After 24 h of incubation, the media was replaced with 100 μl of fresh culture medium per well, and 20 μl of Cell Titer 96 AQueous One Solution containing MTS tetrazolium salt was added. MTS is bio-reduced by cells into a coloured formazan product. After 4 h of incubation at 37°C, the absorbance of the wells was measured at 490 nm using a plate reader. The quantity of formazan product is directly proportional to the number of living cells in the culture.

### Data collection and *n* breakdown

The experimental analyses and data collection protocols were performed blind unless otherwise stated. There were no exclusion criteria. The only inclusion criterion was the age of the mice used in this study (P0-P1 and 6 months old). The *n* breakdown for each set of experiments is as follows. *Synaptic quantification* (Figs. 1, 2, 6 and 8): we established four independent neuronal cultures from individual littermates (*n* = 4). Ten photographs of each culture per condition were randomly taken across the coverslip. From each, a single neurite was randomly chosen, analyzed and quantified for synaptic markers. An individual *n* was obtained by averaging the quantifications of each of those 10 neurites. For *tau western blot, tau qPCR* (Supplementary Figure 1A–C)*, differential gene expression analysis* (Fig. 3 and Supplementary Figure 2)*, astrocyte-derived PTX3 concentration* (Fig. 4C)*, AAV-infection and generation of astrocyte conditioned media (ACM)* (Fig. 7), we generated three independent astrocyte cultures for each condition (*n* = 3), established from three independent littermates. For *GFAP/PTX3 co-staining in vitro* (Fig. 4A and B and Fig. 7C and D), we performed three independent astrocyte cultures (*n* = 3). We prepared three technical replicates with each culture. Five pictures per replicate were randomly taken across the coverslip and quantified. We obtained a ‘technical n’ by averaging the data obtained from these five photographs and to obtain the final *n*, we averaged the corresponding three technical *n* values. For *GFAP/PTX3 co-staining in vivo* (Fig. 5), we analyzed the brains of six different mice. A total of four photographs per mouse were taken randomly across the cortices. The final *n* was obtained by averaging the quantification of the colocalization of both markers in those four photos. For the *MTS astrocyte viability assay* (Supplementary Figure 1D), five independent cultures were performed. A total of two technical replicates were performed per culture and averaged to obtain the individual *n*.

**Figure 1:**
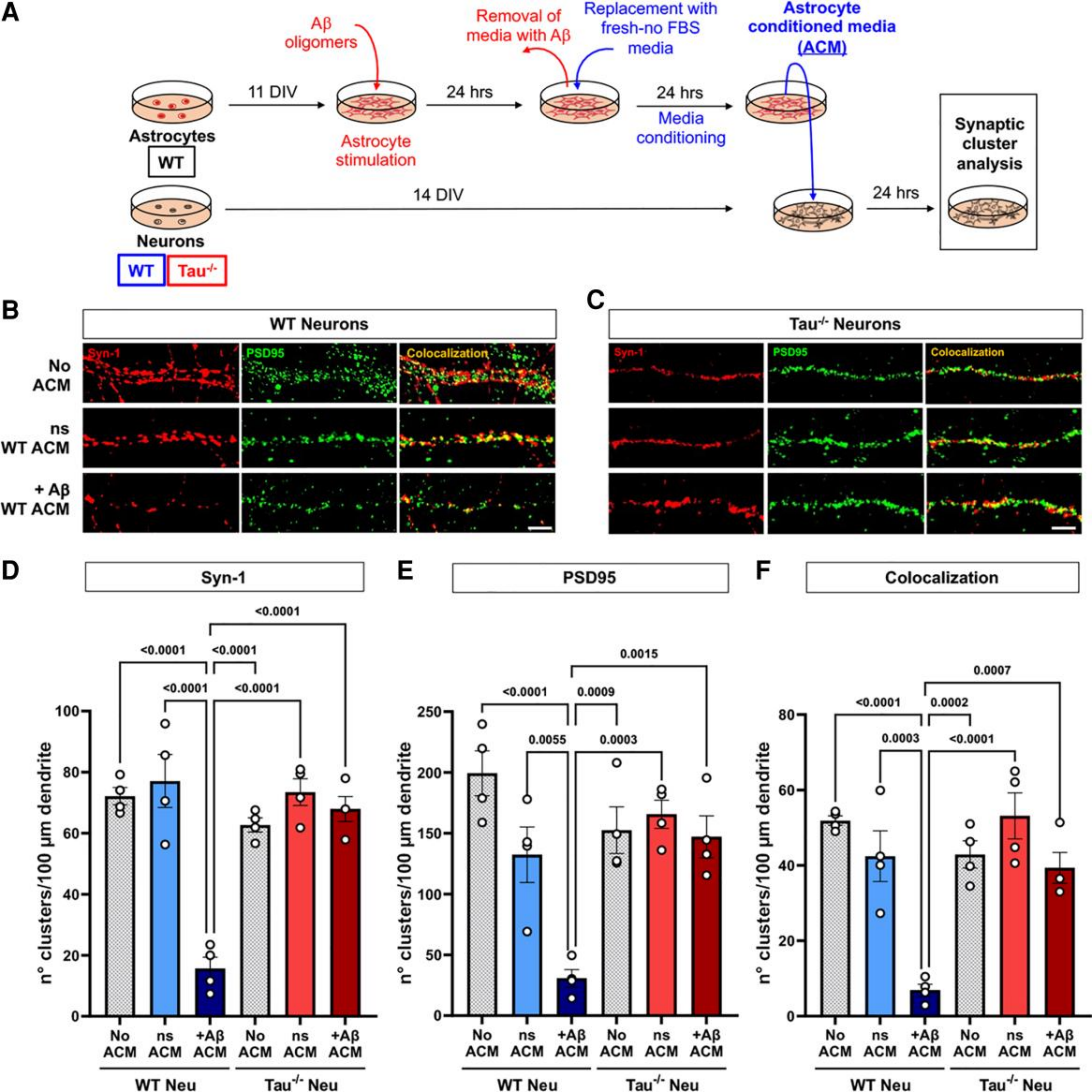
**Neuronal tau ablation prevents synaptic loss in neurons treated with Aβ-stimulated ACM.** (**A**) Schematic representation of the methodology used in the present experiments. (**B and C**) Representative images of 14 DIV WT and tau^−/−^ neurons treated with 10 μg of total protein of ns or Aβ-stimulated (+Aβ) WT ACM. No ACM treatment was used as a control. After 24 h of incubation, the number of Synapsin-1 (**D**, Syn-1), PSD95 (**E**) and synaptic clusters (**F**, colocalization) was quantified. *n* = 4. Shapiro–Wilk normality test, one-way ANOVA test, significance = *P* < 0.05. *P* values indicated on each graph. Data is presented as the mean ± SEM. Bar = 10 μm.

**Figure 2:**
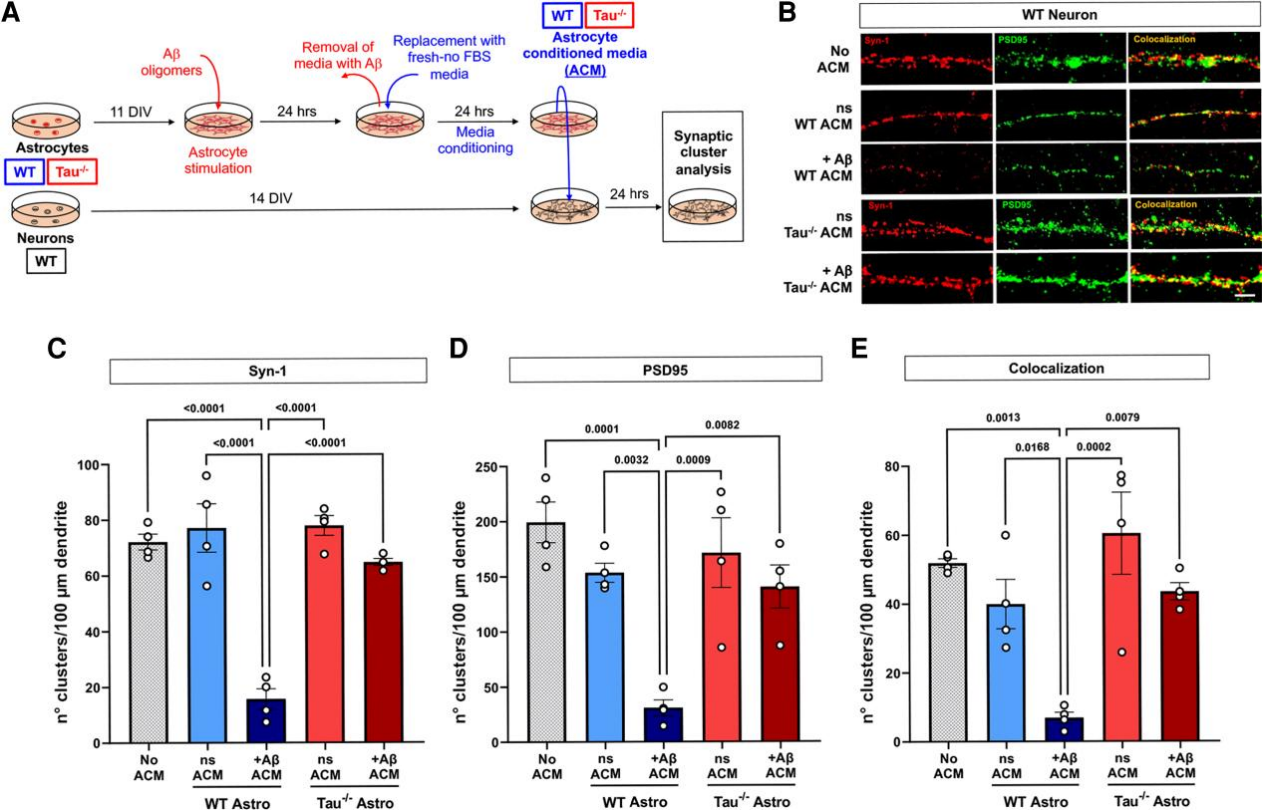
**Astrocytic tau ablation prevents synaptic loss in WT neurons treated with Aβ-stimulated ACM.** (**A**) Schematic representation of the methodology used in the present experiments. (**B**) Representative images of 14 DIV WT neurons treated with 10 μg of total protein from ns or Aβ-stimulated (+Aβ) astrocyte conditioned media (ACM). No ACM treatment was used as a control. After 24 h of incubation, the number of Synapsin-1 (**C**, Syn-1), PSD95 (**D**) and synaptic clusters (**E**, colocalization) were quantified. *n* = 4. Shapiro–Wilk normality test, one-way ANOVA test, significance = *P* < 0.05. *P* values indicated on each graph. Data are presented as the mean ± SEM. Bar = 10 μm.

**Figure 3:**
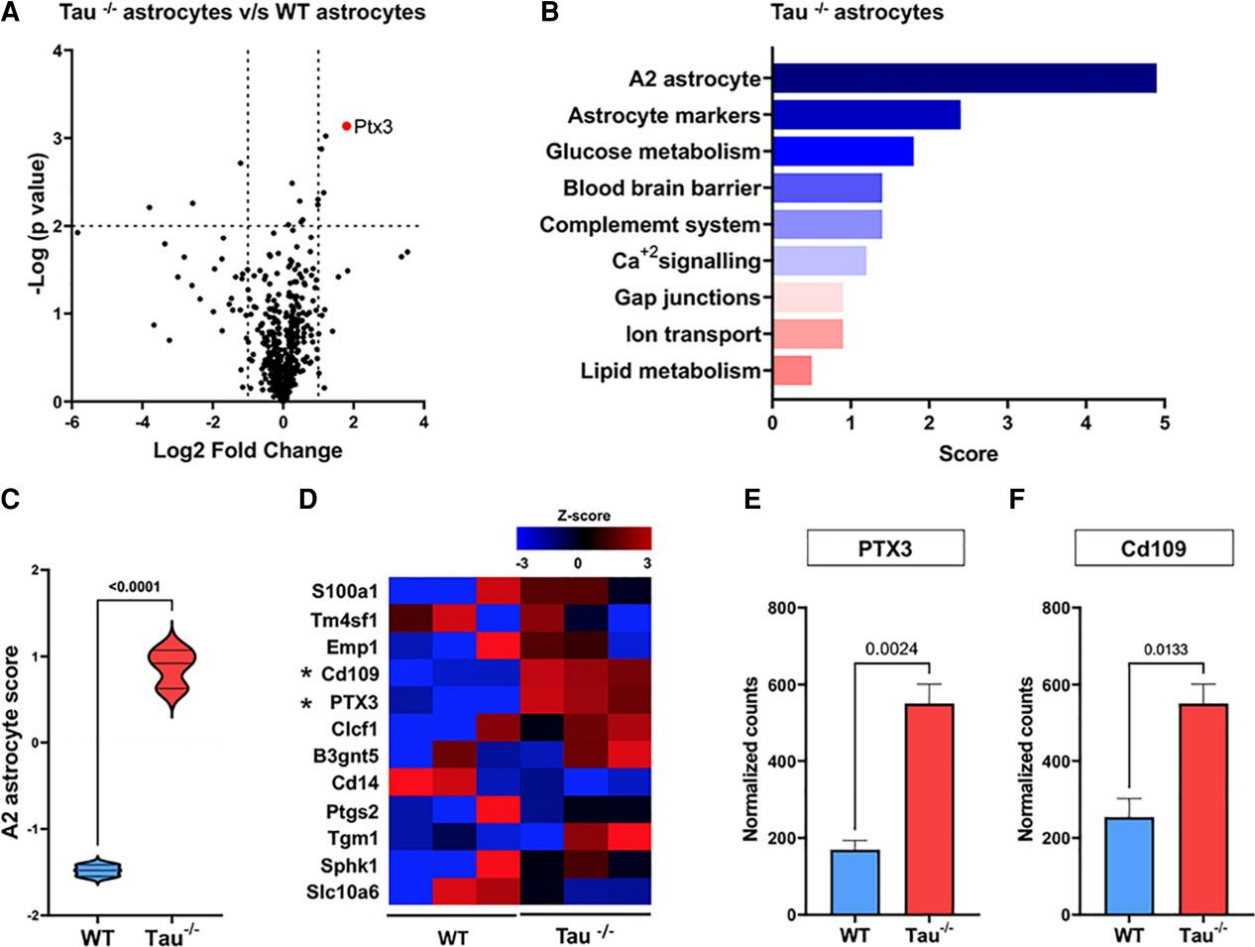
**Tau^−/−^ astrocytes exhibit a protective-type nature.** (**A**) Volcano plot of the differential gene expression between WT and tau^−/−^ astrocytes in the Glial Profiling Panel from Nanostring®. The analysis was performed using nSolver® software. The false discovery rate corrected level of significance is shown as the horizontal line. Significance was set at *P* < 0.05 and log2 Fold Change (vertical lines) at −1 & 1. (**B**) Undirected Global Significance Scores for the top nine gene set annotations provided by nSolver® software from the comparison between WT and tau^−/−^ astrocytes. (**C**) Violin plot representation of the A2 gene set annotation score in WT or tau^−/−^ astrocytes. Shapiro–Wilk normality test, Student’s *t*-test, *P* < 0.05. (**D**) Gene expression heatmap of differentially expressed A2 annotation-related genes between WT and tau^−/−^ astrocytes. (**E**) & (**F**) Normalized counts of PTX3 and Cd109 mRNA. Shapiro–Wilk normality test, Student’s *t*-test, *P* < 0.05. *n* = 3 for all experiments. Data on **C, E** and **F** are presented as the mean ± SEM.

**Figure 4:**
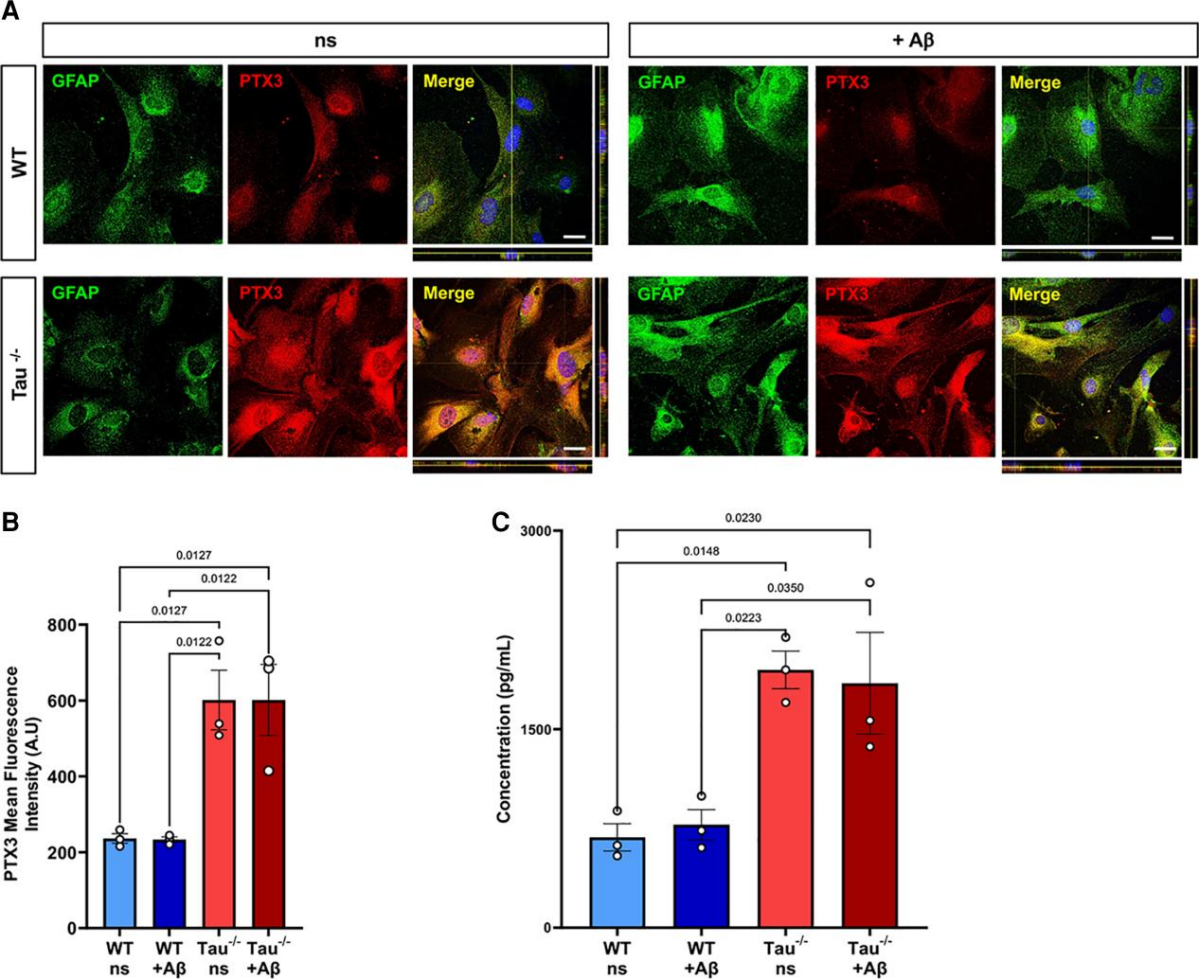
**PTX3 is increased in tau^−/−^ astrocytic culture.** (**A**) Representative images of WT and tau^−/−^ astrocyte cultures treated with 1 μM Aβ oligomers, stained for PTX3 and GFAP. ns astrocytes were used as a control. Bar = 20 μm (**B**) Quantification of the mean fluorescence intensity of PTX3 in the conditions shown in A. *n* = 3, Shapiro–Wilk normality test, one-way ANOVA test, significance = *P* < 0.05. *P* values indicated on the graph. Data are presented as the mean ± SEM. (**C**) PTX3 concentration in astrocyte cultured media of ns or Aβ-stimulated WT and tau^−/−^ astrocyte cultures. *n* = 3 Shapiro–Wilk normality test, one-way ANOVA test, significance = *P* < 0.05. *P* values indicated on the graph. Data are presented as the mean ± SEM.

**Figure 5:**
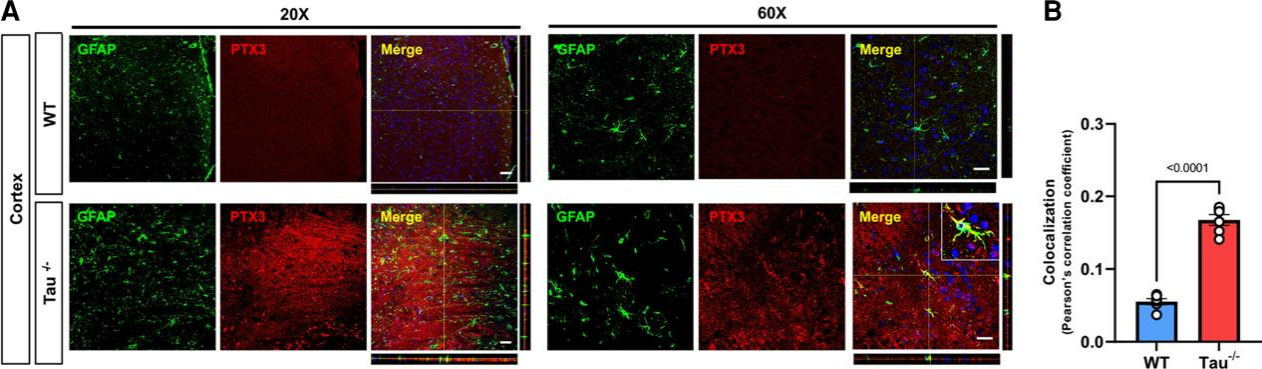
**PTX3 is increased in the tau^−/−^ mouse brain.** (**A**) Representative images of the cortex from 6-month-old WT and tau^−/−^ mice stained for PTX3 and GFAP. Bar = 50 μm on 20X and 20 μm on 60X. (**B**) Quantification of the colocalization index of PTX3 and GFAP. *n* = 6 Shapiro–Wilk normality test, one-way ANOVA test, significance = *P* < 0.05. *P* values indicated on the graph. Data are presented as the mean ± SEM.

**Figure 6:**
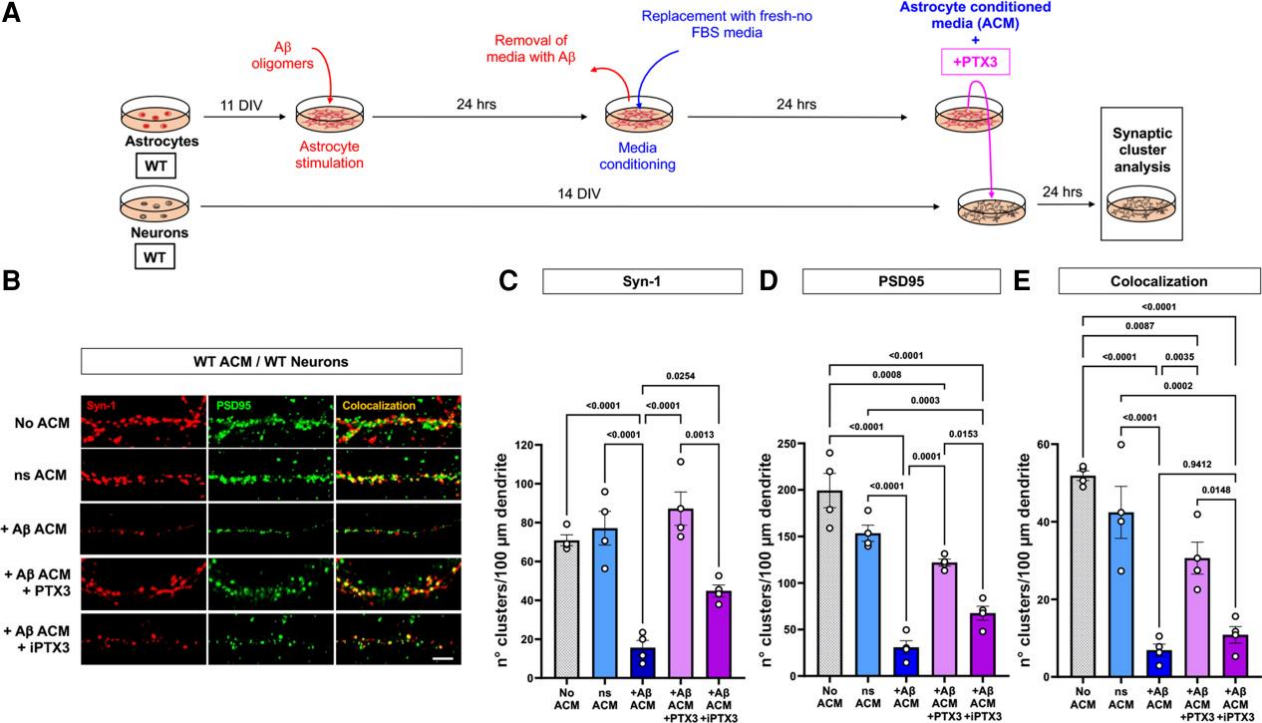
**PTX3 rescues the synaptotoxic effects of Aβ stimulated ACM.** (**A**) Schematic representation of the methodology used in the present experiments. (**B**) Representative images of 14 DIV WT neurons treated with 10 μg of total protein from ns or Aβ-stimulated (+Aβ) ACM with or without 1 μg/ml recombinant PTX3 or heat-inactivated PTX3 (iPTX3). (**C–E**) After 24 h of incubation, the numbers of Synapsin-1, PSD95 and synaptic clusters were quantified. *n* = 4 cultures. Shapiro–Wilk normality test, one-way ANOVA, significance = *P* < 0.05. *P* values shown on each graph. Data is presented as the mean ± SEM. Bar = 10 μm.

**Figure 7:**
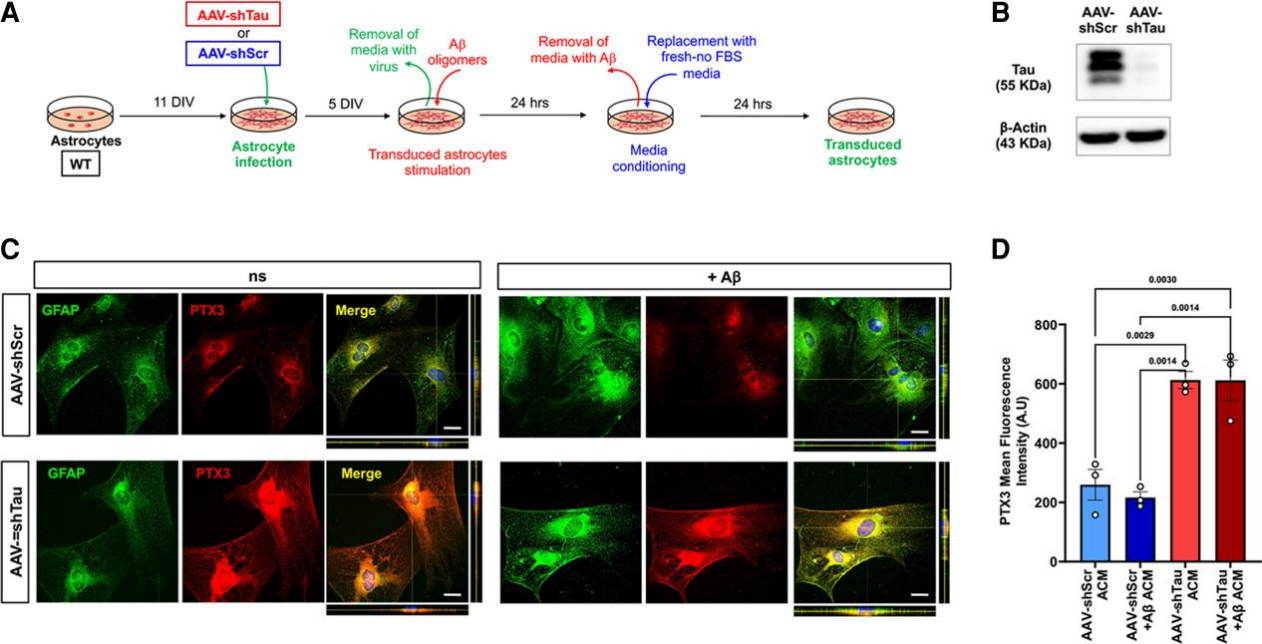
**Astrocytic tau expression silencing via short hairpin increases astrocyte-derived PTX3 levels.** (**A**) Schematic representation of the methodology used in the present experiments. (**B**) Representative western blot for total tau in shScr or shTau transduced astrocytes lysates. β-Actin was used as the loading control. See Supplementary material for uncropped blot. (**C**) Representative images of WT shScr or shTau transduced astrocyte cultures treated with 1 μM Aβ oligomers stained for PTX3 and GFAP. ns astrocytes were used as the control. Bar = 20 μm. (**D**) Quantification of the mean fluorescence intensity of PTX3 on the conditions shown in **C**. All experiments *n* = 3. Shapiro–Wilk normality test, one-way ANOVA test, significance = *P* < 0.05. *P* values indicated on the graph. Data are presented as the mean ± SEM.

**Figure 8:**
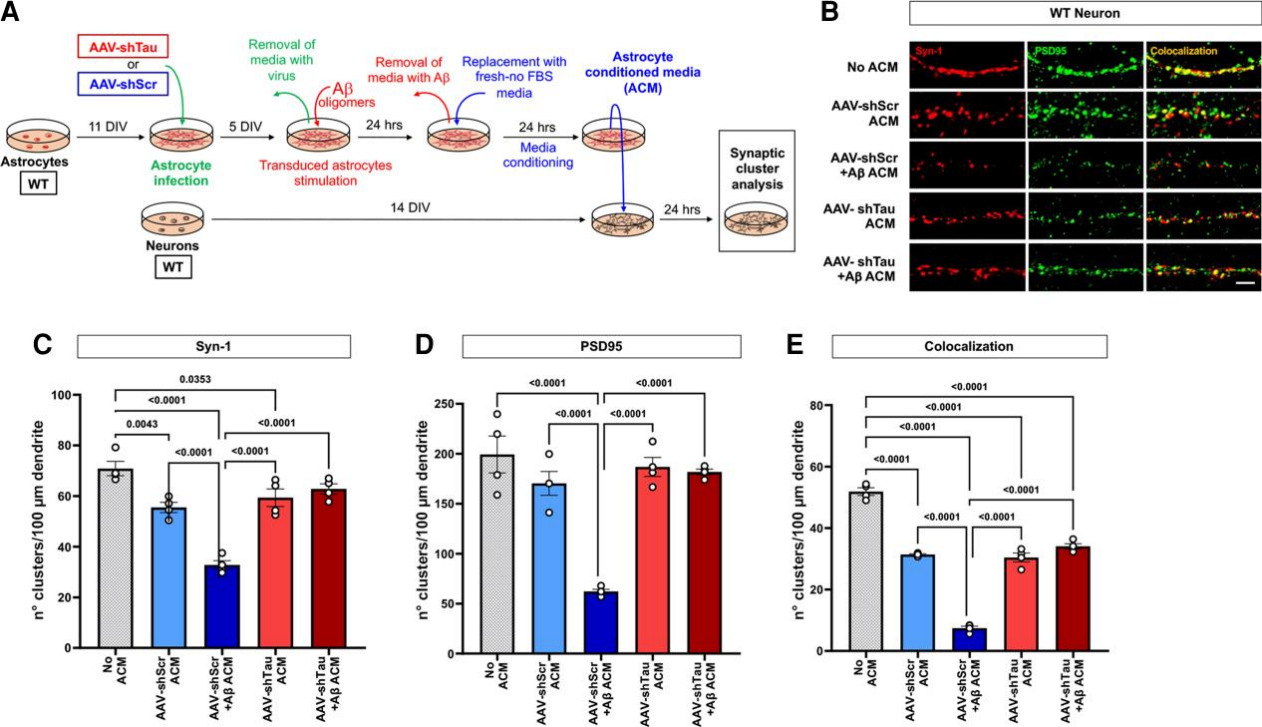
**Astrocytic tau expression silencing via short hairpin RNA prevents synaptic loss in WT neurons treated with Aβ-stimulated ACM.** (**A**) Schematic representation of the methodology used in the present experiments. (**B**) Representative images of 14 DIV WT neurons treated with 10 μg of total protein of AAV-shTau or AAV-shScr non-stimulated (ns) or Aβ-stimulated (+Aβ) WT ACM. Neurons without any type of ACM treatment were used as a control. After 24 h of incubation, the number of Synapsin-1 (**C**, Syn-1), PSD95 (**D**) and synaptic clusters (**E**, colocalization) were quantified. *n* = 4 cultures; 10 neurons were analyzed per culture. Normality was assessed by a Shapiro–Wilk normality test, significance with a one-way ANOVA. Significance = *P* < 0.05. *P* values are shown on each graph. Data are presented as the mean ± SEM. Bar = 10 μm.

### Statistical analysis

Statistical analyses were performed using the GraphPad Prism software. Normal distribution of data was evaluated using a Shapiro–Wilk Normality test; subsequently, statistical comparisons and *P*-value calculations were conducted using one-way ANOVA and two-tailed unpaired Student’s *t*-tests as stated for each experiment. Alternatively, the Kruskal–Wallis test was used when this criterion was not met. Significance was set at *P* < 0.05. Statistically significant *P* values are shown in the figures. Data are presented as the mean ± SEM.

### Data availability

The NanoString data supporting the conclusions of this article are available at NCBI’s Gene Expression Omnibus (GEO) and are accessible via series accession numbers GSE200231. The uncropped version of the western blots shown in this study can be found in Supplementary Figure 3. All other numerical data are available from the corresponding authors upon reasonable request.

## Results

### Decreasing neuronal tau levels mitigate astrocyte-mediated synaptotoxicity induced by Aβ.

It has been previously shown that endogenous tau ablation prevents Aβ toxicity in cultured rodent primary neurons.^36^ Additionally, it has been proposed that astrocytes could be active mediators of Aβ−induced neurotoxicity by exacerbating tau cleavage by caspase-3.^37^ Here, we first aimed to determine if the absence of tau in neurons confers protection against the synaptotoxic effects of Aβ-stimulated astrocytes. We performed a series of astrocytic and neuronal primary cultures in which WT astrocytes were first stimulated with Aβ oligomers. The culture medium was then replaced, and fresh medium was applied and conditioned by the Aβ-stimulated astrocytes. Next, this astrocyte conditioned media (ACM) was used to treat WT or tau^−/−^ neurons (Fig. 1A). As a control, we used ACM from non-stimulated (ns) astrocytes and no ACM treatment. Synaptic integrity was determined by quantifying the number of synaptic clusters of synapsin-1 (Syn-1, presynaptic), PSD95 (postsynaptic) and their level of synaptic colocalization. When tau was absent from neurons, the toxic effects of Aβ-stimulated astrocytes were prevented, as there was no reduction in the cluster number of both Syn-1 and PSD95 and their colocalization on Aβ-ACM-treated tau^−/−^ neurons in relation to control groups (Fig. 1B and C and quantification in D, E and F). These results show that neuronal tau ablation prevents the synaptotoxic effects of Aβ-stimulated astrocytes.

### Decreasing astrocytic tau levels mitigate astrocyte-mediated synaptotoxicity induced by Aβ

It has been recently reported that astrocytic tau is relevant to the process of synaptic loss in several neurological diseases.^17,38^ Therefore, we decided to evaluate the effect of decreasing astrocytic tau levels on astrocyte-mediated synaptotoxicity under Aβ stimulation. The primary culture approach was similar to the method described before; however, WT and tau^−/−^ astrocytes were treated with Aβ oligomers and synaptic integrity in WT neurons was analyzed after treatment with both types of ACM (Fig. 2A). Interestingly, when tau is absent from astrocytes, the synaptotoxic effects of Aβ induction appear to be prevented since Aβ-ACM-treated WT neurons did not show a reduction in the Syn-1 or PSD95 clusters or their colocalization in comparison to the control neurons (Fig. 2B and quantification in C, D and E). We measured tau mRNA and protein levels in WT astrocytes to determine if the neurotoxicity of these astrocytes stimulated with Aβ oligomers was due to astrocytic tau accumulation and aggregation. The Aβ treatment did not affect the levels of tau RNA and tau protein in these WT astrocytes (Supplementary Figure 1A–C). Nevertheless, we cannot rule out that Aβ treatment affected tau phosphorylation or cleavage that is not detected by the total tau antibody utilized in this study. Furthermore, Aβ-treatment did not affect the viability of WT and tau^−/−^ astrocyte cultures (Supplementary Figure 1D), suggesting that the astrocyte-mediated synaptotoxicity under Aβ stimulation could be due to the active secretion of toxic factors rather than to non-specific astrocytic death. These results suggest that astrocytic tau could be involved in synaptic loss under pathological conditions, and its cell-specific deletion confers synaptic protection under Aβ stimulation.

### Tau^−/−^ astrocytes adopt a neuroprotective phenotype

Given the protective effect of astrocytic tau ablation on Aβ-induced synaptotoxicity, we wondered whether there would be heterogeneity in gene expression between WT and tau^−/−^ astrocytes. Thus, we performed a partial transcriptomic analysis using the NanoString Technologies glial profiling panel, which evaluates the expression levels of 770 genes involved in glial cell biology. 

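RNA of primary cortical astrocyte cultures from newborn mice, 3 WT and 3 tau-/- cultures at 11 days in vitro, was hybridized to the panel, whose barcoded probes are counted directly without amplification. The paper's methods name independent littermates as the source of the 3 cultures per condition and separate mouse stocks for the genotypes. Litter, stock and day of preparation may therefore go with genotype and cannot be told apart from it here. Mapt, the gene that encodes tau, had a log2 fold change of −2.81 with a standard error of 0.78 in the authors' deposited table, which places the tau-/- level at 0.143 of the WT level (95% interval of the log2 fold change, computed here, −4.98 to −0.64). The Mapt probe lies at position 1202 of its transcript, and the sources used here do not say which part of Mapt the knockout allele lacks, so whether this probe can check the genotype is not known. The authors loaded 100 ng RNA per culture, normalized the counts to housekeeping genes in nSolver, took the mean of the negative control probes as background and removed probes with low counts. The values used here are those of the authors' deposited table of the comparison, which lists 548 of the 770 genes with a log2 fold change, its standard error, an unadjusted p-value and the panel's annotations. Values are given as tau-/- over WT, so that a positive log2 fold change is higher in tau-/- astrocytes. The table's title names WT first, but PTX3 and Cd109 are positive in it and stand on the tau-/- side of Fig. 3A. Counts of the single cultures were not analysed here, so the depth of each culture is unknown and the spread is known only through the standard errors, which ranged from 0.03 to 2.84 on the log2 scale with a median of 0.19. At that median, a 95% interval reaches 0.53 to each side of a log2 fold change. From the deposited values, 95% intervals on 4 degrees of freedom, Benjamini-Hochberg adjusted p-values over the 548 genes, and set tests of gene lists were computed. The 20 gene lists and the rule for the genes named were written before the data were examined, after Fig. 3 had been seen.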

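Of the 548 genes, 36 were higher and 25 were lower in tau-/- astrocytes at an unadjusted p under 0.05 in the authors' deposited table, where 27.4 genes would pass if none had changed. The genes named next are those with the largest changes at that unadjusted threshold. Npas2, a transcription factor of the circadian clock, had the largest positive log2 fold change of the authors' deposited table, 3.53 (95% interval 0.92 to 6.14), followed by Gria1, a subunit of AMPA glutamate receptors, at 3.36 (0.77 to 5.95). Gria4, another AMPA receptor subunit, was at 1.57 in the authors' deposited table (0.13 to 3.01), the chemokine Cx3cl1 at 1.15 (0.61 to 1.69) and Aldh1l1, a folate enzyme and astrocyte marker, at 1.09 (0.71 to 1.47). The largest decreases in the authors' deposited table were those of Lyz2, a lysozyme of macrophages and microglia, at −5.84 (−9.53 to −2.15), and of Cd68, a lysosomal protein of the same cells, at −3.80 (−5.80 to −1.80). Chil1, a chitinase-like protein, was at −2.99 in the authors' deposited table (−5.72 to −0.26), Pdgfra, a receptor of oligodendrocyte precursors, at −2.59 (−5.15 to −0.03), P2ry14, a purinergic receptor, at −2.57 (−3.88 to −1.26) and the chemokine Ccl2 at −1.70 (−2.83 to −0.57). Of the 30 genes in the list of microglia markers, only 8 were among the 548 genes. Whether the others were absent from the panel or removed for low counts is not known here. Of these 8 markers, 5 were lower, 0 were higher and 3 did not pass. How near the background they lay is unknown, since counts were not analysed here. The 8 genes as a whole lay lower in tau-/- cultures (median log2 fold change −1.56, adjusted p = 0.000913 from limma's cameraPR over 17 gene lists). This test compares genes with genes at a preset inter-gene correlation of 0.01, so its p does not measure the spread between cultures. The adjusted p was 0.00377 with a correlation of 0.05 and 0.00535 in the rank-based form of cameraPR. Both rest on a preset correlation, so neither shows how far markers of the same cell type vary together between cultures. Of the panel's own microglial annotations none passed over its 54 annotations tested: Microglial Markers had 0 higher and 5 lower of 23 genes (median −0.07, adjusted p = 0.523), the neurodegenerative phenotype of microglia 1 higher and 8 lower of 32 genes (median −0.20, adjusted p = 0.0833) and Primed Microglia 2 higher and 7 lower of 64 genes (median −0.09, adjusted p = 0.154). Of 7 astrocyte markers, Aldh1l1 and Glul, the glutamine synthetase, were higher and 0 were lower (adjusted p = 0.574), and of 6 markers of the oligodendrocyte lineage 0 were higher and Pdgfra was lower (adjusted p = 0.888, both from cameraPR). At an unadjusted p under 0.01, 11 genes were higher and 3 lower, and 7 of these 14 also had a fold change beyond 2. With an unadjusted p under 0.05 and a log2 fold change beyond −1 or 1, 8 genes were higher and 15 lower. After Benjamini-Hochberg adjustment over the 548 genes, 0 genes were under 0.05, and the lowest adjusted p was 0.243.

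**Figure D1:**
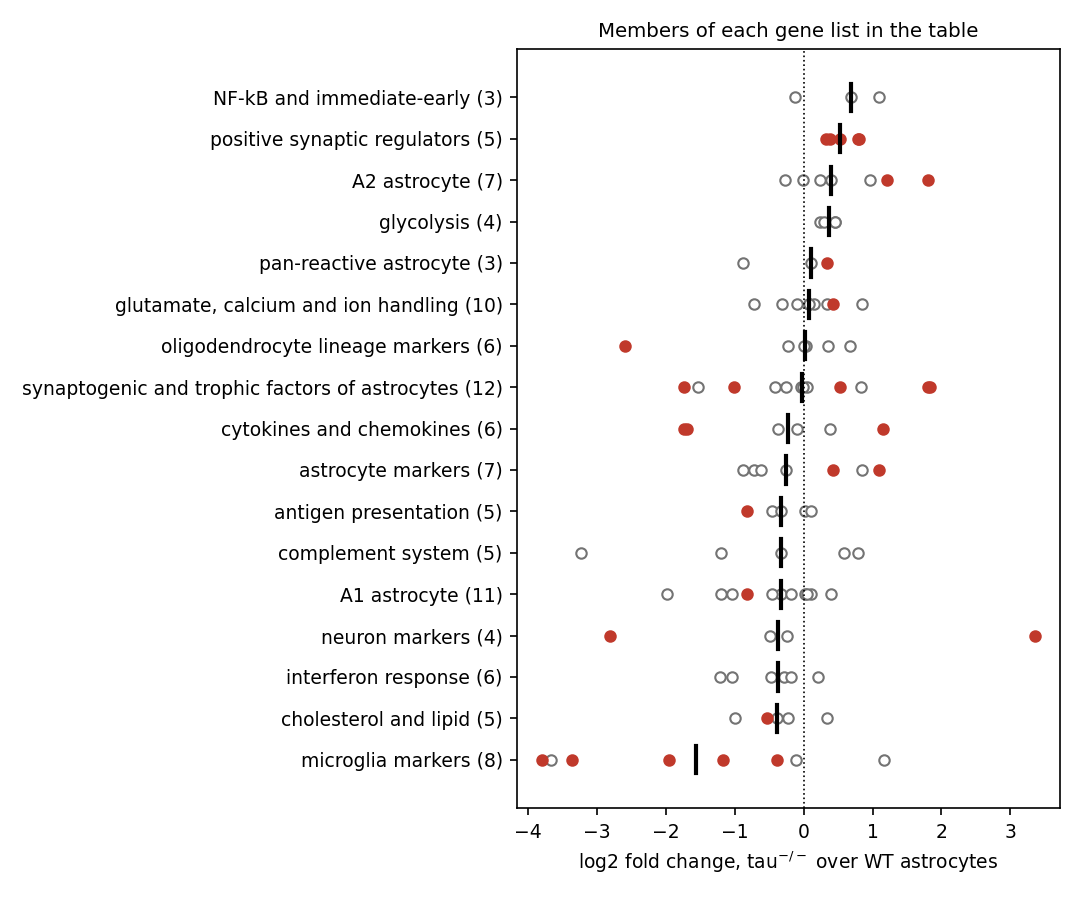
Log2 fold change, tau-/- over WT astrocytes, of the members of each of the 17 gene lists with at least 3 members in the authors' deposited table. Each circle is a gene, filled where its unadjusted p is under 0.05, the black bar is the list's median, and the number of members stands in parentheses. The microglia markers have the lowest median, −1.56.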

The volcano plot of the 770 genes analyzed confirmed that tau^−/−^ astrocytes have a distinct gene expression profile compared with WT astrocytes (Fig. 3A and GEO Accession number GSE200231). 

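The annotation A2 Astrocyte, 7 genes of the authors' deposited table, had an undirected global significance score of 4.91, computed here as the root of the mean squared ratio of log2 fold change to standard error. Such a score or a higher one was found in 0.02% of 10000 random lists of 7 genes from the table. The annotation holds Ptx3 and Cd109, ranked 1 and 2 by p, and the paper's ranking of it on these samples had been seen. The small share therefore largely restates that membership and is no independent support. Without Ptx3 and Cd109 the score was 0.989. The directed test of the A2 genes below uses the same samples and has the same limit. The 3 genes of the annotation Chemokines, Cx3cl1 and the adenylate cyclase Adcy5, which were higher, and Ccl2, which was lower, had a score of 5.28, which 0.88% of random lists of 3 genes reached. Among the 25 genes of Astrocyte Markers, with a score of 2.72, 6 were higher and 1 was lower at an unadjusted p under 0.05. Glucose Metabolism had a score of 1.84 with 1 of 21 genes higher, and Complement System a score of 1.38 with 0 of 7 genes past the threshold. The score does not use the direction of change. In a directed test, the A2 genes lay higher in tau-/- astrocytes than the other genes of the panel (median log2 fold change 0.40, above 99.5% of random lists, adjusted p = 0.0468 from cameraPR over 17 lists). This adjusted p was 0.312 without Ptx3, 0.174 in the rank-based form of the test, 0.0883 with a preset inter-gene correlation of 0.05 in place of 0.01, and 0.0661 when the positive regulators of synaptic integrity, a list the study chose on these samples, were left out of the adjustment. Over the 54 annotations of the panel tested, the same 7 genes had an adjusted p of 0.149 from cameraPR. An estimated correlation needs values per culture and was not run.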

When the global significance scores of several gene annotations were analyzed, the highest score in tau^−/−^ astrocytes versus WT astrocytes was found in A2-astrocyte annotation, indicative of a neuroprotective astrocytic phenotype^39^ (Fig. 3B–C). Next, we plotted the normalized expression values (*z*-scores) of the genes contained in the A2 annotation on a heat map and compared the two astrocyte phenotypes. Of the 12 A2-neuroprotective genes analyzed, the expression levels of PTX3 and Cd109 were increased in tau^−/−^ astrocytes (Fig. 3D). These results were confirmed by analyzing the normalized counts of both genes (Fig. 3E and F). 

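Of the 12 genes, 7 are listed in the authors' deposited table, of which 2 were higher, 0 were lower and 5 did not pass an unadjusted p of 0.05. Ptx3, which encodes a secreted pattern-recognition protein, had a log2 fold change of 1.8 in the authors' deposited table (standard error 0.19, the authors' p = 0.00073), with a 95% interval of 1.27 to 2.33. Cd109, which encodes a membrane-anchored co-receptor that binds transforming growth factor beta, had 1.21 in the authors' deposited table (standard error 0.14, the authors' p = 0.000948), with an interval of 0.82 to 1.60. Both passed when adjusted over the list alone, and each had a Benjamini-Hochberg adjusted p of 0.243 over the 548 genes. The intervals of the other 5 genes included 0. Clcf1, a cytokine of the interleukin-6 family, was at 0.96 in the authors' deposited table (−1.04 to 2.96), S100a10 at 0.40 (−0.79 to 1.59), the glycosyltransferase B3gnt5 at 0.23 (−0.24 to 0.70), Emp1 at −0.01 (−0.66 to 0.64) and Tm4sf1 at −0.27 (−1.46 to 0.93). Their mean, weighted by the inverse of the squared standard error with the genes taken as independent, was 0.16 (95% interval −0.18 to 0.50), below the interval of Cd109. These 5 genes were set apart after their values had been seen, because they had not passed, and that choice favours a lower mean. Cd14, Ptgs2, Tgm1, Sphk1 and Slc10a6 are not listed in the table.

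**Figure D2:**
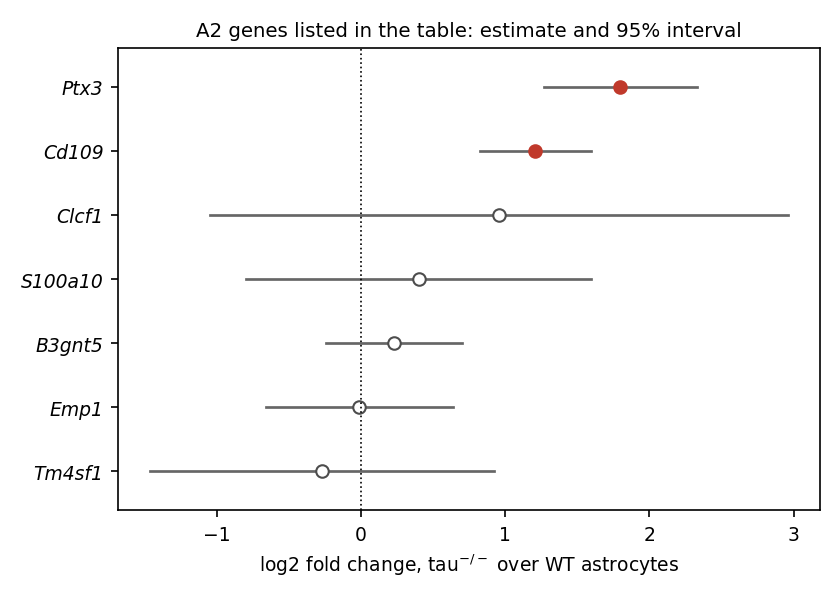
Log2 fold change, tau-/- over WT astrocytes, of the 7 A2 genes in the authors' deposited table (circles, filled where the unadjusted p is under 0.05) with 95% intervals computed from the standard errors on 4 degrees of freedom (lines). Ptx3 and Cd109 lie to the right of 0 with their whole interval, and the intervals of the other 5 genes cross 0.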

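On the linear scale, PTX3 mRNA in tau-/- astrocytes was 3.48 times the WT level (95% interval 2.41 to 5.04) and Cd109 mRNA 2.31 times (1.77 to 3.02), computed from the log2 fold changes and standard errors of the authors' deposited table. The intervals of both genes lie above 1 and overlap each other. Clcf1, the A2 gene with the next largest change, was at 1.94 times the WT level with an interval of 0.485 to 7.79. Normalized counts of the single cultures were not analysed here.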

Importantly, it has become increasingly clear that more complex neuroinflammatory subtypes of astrocytic reactivity exist that do not necessarily align with this recently established A1/A2 dichotomy.^39–41^ Nevertheless, the NanoString glia profiling panel solely offers annotation for these two subtypes.

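Ncam1, Nrcam, Fgf2, Uchl1 and Dnm1l were each higher in tau-/- astrocytes at an unadjusted p under 0.05. Ncam1, a cell adhesion molecule of neurons and glia, had a log2 fold change of 0.81 in the authors' deposited table (95% interval 0.08 to 1.53), and the related adhesion molecule Nrcam 0.80 (0.27 to 1.32). Fgf2, a growth factor, was at 0.53 in the authors' deposited table (0.04 to 1.01), the deubiquitinating enzyme Uchl1 at 0.39 (0.11 to 0.66) and Dnm1l, a GTPase of mitochondrial fission, at 0.32 (0.01 to 0.62). As a group these 5 genes lay higher than the rest of the panel (median 0.53, adjusted p = 0.000913 from cameraPR), which is no independent evidence of their direction, since the study chose them on these samples. Over the 548 genes, 0 of the 5 passed the Benjamini-Hochberg adjustment, where Nrcam had the lowest adjusted p, 0.398.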

Interestingly, when we individually analyzed the expression levels of each of the 770 genes, we found that genes known to be positive regulators of synaptic integrity (*Ncam, Nrcam, Uchl1, Fgf2, and Dnm1l*)^42–50^ were upregulated in tau^−/−^ astrocytes versus WT controls (Supplementary Figure 2A and Supplementary Table 1). Consistently, we observed that negative regulators of synaptic integrity (*Ranbp9 and Hdac21*)^51–53^ were downregulated in tau^−/−^ astrocytes versus WT astrocytes (Supplementary Figure 2B and Supplementary Table 1). 

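Ranbp9, a Ran-binding scaffold protein, fell to 0.830 of its WT level (95% interval 0.737 to 0.934), and Hdac2, a histone deacetylase, to 0.911 (0.849 to 0.977), both at an unadjusted p under 0.05. Their log2 fold changes in the authors' deposited table were −0.27 and −0.14, the smallest in size among the 7 regulators, with the smallest standard errors, 0.06 and 0.04. All 7 genes, the 5 positive and 2 negative regulators, had the stated direction and passed when adjusted over the list alone, in which the study had picked them for their change. Their Benjamini-Hochberg adjusted p over the 548 genes ranged from 0.390 to 0.426, and a list of 2 genes was too short for a set test.

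**Figure D3:**
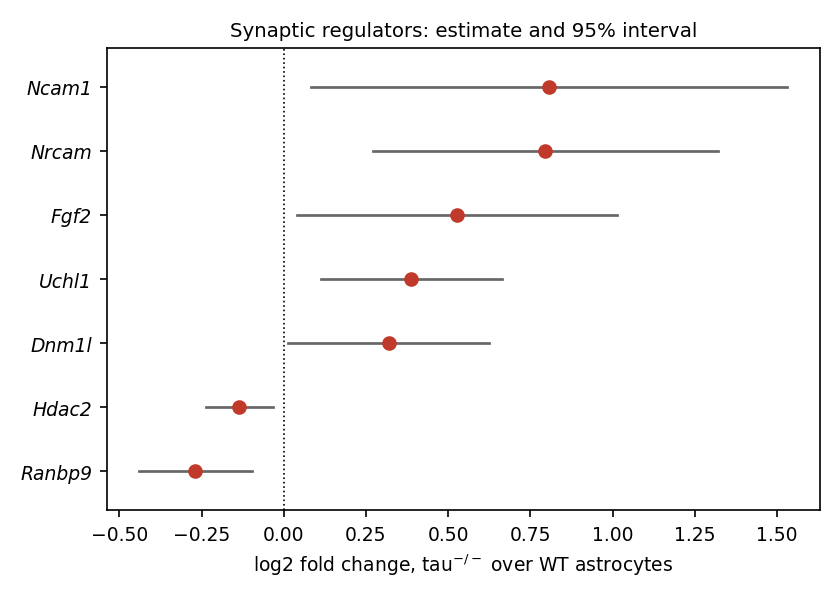
Log2 fold change, tau-/- over WT astrocytes, of the 7 regulators of synaptic integrity in the authors' deposited table (circles) with 95% intervals from the standard errors on 4 degrees of freedom (lines). The intervals of all 7 genes exclude 0 before adjustment, and those of Ranbp9 and Hdac2 are the narrowest.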

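Of 12 factors by which astrocytes act on neurons and synapses, 3 were higher at an unadjusted p under 0.05, namely Ptx3, Fgf2 and the neurotrophic factor Gdnf, whose log2 fold change in the authors' deposited table was 1.83 (95% interval 0.24 to 3.42). Lower were Tgfb1, a growth factor that acts on glia, at −1.74 in the authors' deposited table (−3.10 to −0.38), and Mertk, a receptor for phagocytosis of synapses, at −1.01 (−1.88 to −0.14), in the same cultures in which 5 of 8 microglia markers were lower. The list had an undirected score of 3.42, which 0.48% of random lists of 12 genes reached. Ptx3, also an A2 gene, weighs most in it, with a ratio of log2 fold change to standard error of 9.375. The next largest in size was −3.55 for Tgfb1, and the score without Ptx3 was not computed. The share of 0.48% therefore cannot be read as a result about the other factors of the list. With members past the threshold in both directions, the directed test did not pass (adjusted p = 0.979 from cameraPR). Of 11 A1 genes, 0 were higher and 1 was lower, the immunoproteasome subunit Psmb8 at −0.82 in the authors' deposited table (−1.57 to −0.08), and the list, whose median of −0.33 lay at percentile 0.42 of random lists of its size, did not pass the set test (adjusted p = 0.312). C3, the complement component used as an A1 marker, was at −1.20 in the authors' deposited table with an interval of −5.03 to 2.63. Among 3 pan-reactive genes, the intermediate filament gene Vim was higher at 0.34 (0.05 to 0.62), whereas Gfap, at −0.88 with a standard error of 0.82, did not pass, both from the authors' deposited table (adjusted p of the list = 0.793). The 4 glycolytic genes in the table, Pgk1, Tpi1, Pgam1 and Hk1, all had positive log2 fold changes with a median of 0.37, and 0 of them passed the threshold (adjusted p of the list = 0.0621).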

Taken together, these results show that the absence of astrocytic tau confers a neuroprotective phenotype marked by the increased expression of neuroprotective factors.

### PTX3 expression is upregulated in tau^−/−^ astrocytes and prevents the synaptotoxic effects of Aβ stimulation

PTX3, an acute-phase protein involved in the immune response to inflammation,^54,55^ is a newly discovered marker of anti-inflammatory protective-type astrocytes.^56^ Interestingly, PTX3 is involved in processes promoting synaptic remodelling and neurogenesis,^32,57^ and astrocytic-derived PTX3 preserves blood–brain barrier integrity in pathological conditions.^58^ This evidence, coupled with our findings that PTX3 is highly upregulated in tau^−/−^ astrocytes (Fig. 3A), suggests that PTX3 is an interesting candidate to evaluate in the context of the synaptoprotective effects of astrocytic tau ablation.

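Ptx3 ranked 1 and Cd109 ranked 2 of the 548 genes by p-value in the authors' deposited table. By log2 fold change, Ptx3 ranked 4, after Npas2, Gria1 and Gdnf, whose standard errors of 0.94, 0.93 and 0.57 in the authors' deposited table were larger. From the score of the A2 annotation, the increase of PTX3 and Cd109 within it, and the changes in regulators of synaptic integrity, the paper concludes that astrocytes without tau take on a neuroprotective phenotype. From the upregulation of PTX3 and its reported roles, as a marker of protective-type astrocytes, in synaptic remodelling and neurogenesis and at the blood–brain barrier, it proposes PTX3 as a candidate to evaluate.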

We first aimed to determine if PTX3 expression is upregulated in tau^−/−^ astrocytes at the protein level and if Aβ oligomers affect the levels of PTX3 in WT and tau^−/−^ astrocytes. We confirmed that PTX3 expression is upregulated in tau^−/−^ astrocytes by immunofluorescence (Fig. 4A and B). Interestingly, PTX3 levels were not affected by Aβ oligomers in both WT or tau^−/−^ astrocytes, suggesting that even with Aβ stimulation, PTX3 levels in tau^−/−^ astrocytes remain high (Fig. 4A and B). Next, we analyzed the levels of secreted PTX3 in astrocyte supernatants by ELISA and found that PTX3 levels are increased in tau^−/−^ ACM compared with those in WT ACM. The levels of secreted PTX3 in WT and tau^−/−^ ACM were not affected by Aβ treatment (Fig. 4C). To determine if the tau ablation-related increase in PTX3 levels also occurs *in vivo*, we performed double staining for astrocytes (GFAP) and PTX3 on the cortex of brain sections from 6-month-old tau^−/−^ mice and WT controls. We found increased PTX3 expression in cortices of tau^−/−^ mice compared with that in WT mice (Fig. 5). When we specifically quantified the colocalization between PTX3 and GFAP, brains from tau^−/−^ animals exhibited an increased colocalization index, suggesting an increase in PTX3 in tau^−/−^ astrocytes when compared to their WT controls (Fig. 5B). Together, these results suggest that astrocytic tau depletion increases PTX3 expression and secretion.

Next, we repeated our cell culture system approach with modifications to determine if PTX3 and its increase protect tau^−/−^ astrocytes from Aβ toxicity. ACM from Aβ-stimulated WT astrocytes was incubated with recombinant PTX3 and added to WT neurons to determine synaptic integrity. We used heat-inactivated PTX3 (iPTX3) as a control (Fig. 6A). In the presence of PTX3, the toxic effects of Aβ-stimulated astrocytes were avoided. This was demonstrated by a lack of reduction in Syn-1 and PSD95 clusters and a lack of change in their colocalization compared with the control group (Fig. 6B and quantification C–E). These results show that active PTX3 behaves as a synaptoprotective factor and prevents astrocyte-mediated synaptotoxicity induced by Aβ oligomers.

### Astrocytic tau silencing via short hairpin leads to an increase in PTX3 and prevents the synaptotoxic effects of Aβ

To confirm that the increased PTX3 levels and the synaptoprotective effect observed in tau^−/−^ astrocytes were indeed due to a decrease in tau levels and not a gene deletion effect, we evaluated whether silencing tau in WT astrocyte cultures would produce similar results. We transduced WT astrocytes with an AAV expressing a short hairpin for tau (shTau) and subsequently exposed these cells to Aβ oligomers. We used a virus with a scrambled shRNA sequence (shScr) as the control (Fig. 7A). After confirming the decrease in tau levels in astrocytes transduced with the shTau (Fig. 7B), we evaluated the effect of this decrease on PTX3 levels in these astrocyte cultures. As in tau^−/−^ astrocytes, WT astrocytes transduced with shTau showed an increase in the expression of PTX3 independently of the treatment with Aβ (Fig. 7C and D), confirming that the effect on PTX3 levels is due to a decrease in tau. Finally, we evaluated the effect of downregulating astrocytic tau levels on astrocyte-mediated neurotoxicity under Aβ stimulation (Fig. 8A). When tau was downregulated in WT astrocytes transduced with the shTau, the synaptotoxic effects of Aβ induction were prevented; Aβ-shTau ACM-treated WT neurons did not show a reduction in Syn-1 and PSD95 clusters or colocalization in comparison to Aβ-shScr ACM-treated neurons (Fig. 8B and quantification in C–E). These results suggest that the downregulation of tau in astrocytes triggers a neuroprotective genetic profile that mitigates astrocyte-mediated neurotoxicity induced by Aβ.

## Discussion

The data reported here suggest that astrocytic tau is a participating factor necessary for astrocyte-mediated synaptotoxicity induced by Aβ. We also show that astrocytes acquire a synaptoprotective genetic profile when tau levels are downregulated. This protective effect could arise from increased expression and secretion of neuroprotective factors such as PTX3.

Tau-pathology occurs downstream of Aβ accumulation in Alzheimer’s disease.^59–61^ The ablation or reduction of endogenous, nonaggregated WT tau prevents or diminishes Aβ toxicity *in vitro* and *in vivo*. For example, tau reduction prevents behavioural abnormalities in hAPP transgenic mice characterized by the formation of amyloid plaques but not tau aggregates.^7,9,62^ In neuronal cultures, tau ablation prevents axonal transport deficits caused by Aβ oligomers.^14,63^ Interestingly, decreasing endogenous tau levels is beneficial in murine models of autism,^64^ stroke^65^ and epilepsy^9,66,67^ despite the lack of abnormal tau, suggesting that this beneficial effect does not directly involve tau aggregation processes.

Recent studies have revealed that tau reduction could suppress the aberrant neuronal network activities contributed to by nonaggregated tau.^6,15^ Tau reduction was shown to differentially affect functions depending on the neuronal cell type.^15^ This differential effect of tau reduction could result from differences in the biological activities of tau in different cell types. These differences could be mediated by interactions between tau and cell-type-specific molecular pathways. Alternatively, tau ablation in one cell type might indirectly affect another cell type through changes in synaptic network activity. This theory is of substantial interest considering the known ability of astrocytes to interact with neurons at synapses.^68,69^ Interestingly, it has been previously reported that astrocyte-to-neuronal signalling is disrupted in the APP/PS1 mouse model, characterized by the accumulation of Aβ amyloid plaques.^70^ The same group recently demonstrated how the astrocyte-neuronal network interplay is disrupted in the APP/PS1 model.^71^ Specifically, the authors found that astrocytes show Aβ-amyloid density-related hyperactivity that may create a spatial distortion in astrocyte network activity, contributing to cortical neuronal network dysregulation. Therefore, as this study suggests, a loss of astrocyte-mediated regulation is a major contributor to neuronal network pathophysiology in Alzheimer’s disease,^71^ and as total tau reduction beneficially suppresses aberrant neuronal network activities,^6,15^ it is feasible to postulate that the benefit of total tau ablation *in vivo* could arise in part from astrocytic tau downregulation.

Transcriptomic profiling has helped identify the diverse heterogeneity and distinct molecular states of astrocytes in different disease models.^72^ In an early transcriptomic study^73^ and its follow-up,^39^ it was proposed that astrocytes adopt a neurotoxic phenotype after exposure to specific cytokines secreted by microglia exposed to lipopolysaccharide (LPS), whereas they acquire a neuroprotective phenotype after middle cerebral arterial occlusion, a model of ischaemic stroke. Recently, the heterogeneity of neuroinflammatory astrocyte subtypes *in vivo* after LPS challenge has been clarified at single-cell resolution, indicating widespread responses and distinct inflammatory transitions in astrocytes with defined transcriptomic profiles in response to inflammation.^41^ Furthermore, it has become increasingly clear that the binary astrocyte A1 and A2 division is not fixed and that neurotoxic and neuroprotective designations are not all-encompassing.^39–41^ Microglia-induced astrocytes can be identified by their upregulation of complement component 3 (C3) and have been found to lose many normal homeostatic functions, such as promoting neuronal survival, neurite outgrowth, and synapse formation. This suggests that ‘A1’ astrocytes are either unable to maintain synapses or are actively disassemble them by releasing multiple complement components that help drive synaptic degeneration. C3^+^ astrocytes also exert a toxic gain of function by secreting soluble neurotoxin(s) that induce neuronal and oligodendrocyte death, supporting the notion that C3^+^ astrocytes are involved in the development of neurodegenerative diseases.^39,74^ Interestingly, a recently published study demonstrated that the manipulation of tau splicing toward more 4R tau promotes a neurotoxic astrocyte phenotype characterized by the upregulation of C3 levels.^19^ Conversely, under certain stimuli, astrocytes can upregulate the expression of many neurotrophic factors that promote the survival and growth of neurons and thrombospondins, which promote synapse repair.^75^ Thus, subtypes of astrocytes might have beneficial or reparative functions. PTX3, a known marker for neuroprotective astrocytes,^39^ is an acute-phase protein linked to immune responses to inflammation.^56^ PTX3 increases neuronal stem cell proliferation^76^ and promotes synaptogenesis in hippocampal neuronal culture.^32^ PTX3 gene knockout has also been shown to reduce neuronal repair and regeneration following ischaemic brain injury.^58,76,77^ Additionally, PTX3 can bind and tune the complement activation pathway and prevent inflammatory reactions.^77–79^ Specifically, PTX3 regulates C3-deposition by interacting with and recruiting the negative regulator Factor H.^78,79^ This point is of great relevance, taking into consideration novel studies demonstrating that the loss of C3 and C3a receptors, which positively correlated with cognitive decline and Braak staging in human Alzheimer’s disease brains, ameliorates synapse loss and neurodegeneration in Alzheimer’s disease mouse models of amyloidosis and tauopathy.^80,81^ Our data suggest that a mechanism involving PTX3 could be responsible of the synaptoprotective effect of astrocytic tau ablation. In the present study, we demonstrated that the addition of recombinant active PTX3 to cellular media was synaptoprotective (Fig. 6). Nevertheless, the concentration of recombinant active PTX3 was higher than the level of endogenous PTX3 secreted by tau^−/−^ astrocytes (Fig. 4). Therefore, considering that other neuroprotective factors are upregulated in tau^−/−^ astrocytes (Fig. 3 and Supplementary Figure 2), we cannot rule out that other factors could also play a synaptoprotective role in the context of astrocytic tau downregulation.

Currently, we do not have a clear understanding of the mechanism by which tau regulates PTX3 levels in astrocytes. Nevertheless, based on our results, we speculate that the physiological function of tau in astrocytes is associated with the control of a signalling pathway responsible for PTX3 expression and that the downregulation of astrocytic tau levels not only promotes the expression of anti-inflammatory and neuroprotective factors, such as PTX3, but also directly or indirectly inhibits the upregulation of known pro-inflammatory and synaptotoxic related pathways. In conclusion, our study expands our understanding of how reducing tau improves astrocyte function by stimulating synaptoprotective factors. Additionally, we provided evidence for the possible role of astrocytic tau in the known neuronal effects of tau reduction on health and disease. Considering that the current study was performed in astrocytic primary cultures stimulated with a supraphysiological concentration of Aβ, further *in vivo* studies are necessary to validate the observations. Reducing endogenous astrocytic tau expression is a potential strategy for managing the deleterious effects of synaptic damage in Alzheimer’s disease and other neurological conditions.

## Supplementary Material

fcac235_Supplementary_Data

## Abbreviations

Aβ =: amyloid-beta peptide
ACM =: astrocyte conditioned media
AAV =: Adeno-associated viruses
A.U. =: arbitrary units
C3 =: complement component 3
DIV =: days *in vitro*
hAPP =: human amyloid precursor protein
iPTX3 =: inactivated PTX3
mo =: month old
ns =: non-stimulated
PTX3 =: pentraxin-related protein 3
SEM =: standard error of the mean
Syn1 =: Synapsin-1, Tau^−/−^ = tau knock out
WT =: wild-type

# Supplementary material for: The reduction of astrocytic tau prevents amyloid-β-induced synaptotoxicity
**Source:** Brain Commun. 2022 Sep 19;4(5):fcac235. doi: 10.1093/braincomms/fcac235
**Supplement:** fcac235_Supplementary_Data

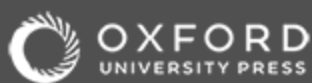

ASTROCYTIC TAU REDUCTION PREVENTS A β -INDUCED SYNAPTOTOXICITY

Journal:	<i>Brain Communications</i>
Manuscript ID	BRAINCOM-2022-015
Manuscript Type:	Original Article
Date Submitted by the Author:	11-Jan-2022
Complete List of Authors:	Cisternas, Pablo; Indiana University School of Medicine<br>Taylor, Xavier; Indiana University School of Medicine<br>Martinez, Pablo; Indiana University Purdue University Indianapolis,<br>Department of Anatomy Cell Biology & Physiology<br>Maldonado, Orlando; Indiana University School of Medicine<br>Lasagna-Reeves, Cristian ; Indiana University School of Medicine,<br>Anatomy Cell Biology and Physiology
Keywords:	Tau, Astrocytes, Synaptotoxicity, beta-amyloid, tau reduction

SCHOLARONE™
Manuscripts

ASTROCYTIC TAU REDUCTION PREVENTS Aβ-INDUCED SYNAPTOTOXICITY

Pablo Cisternas^{1,2}, Xavier Taylor^{1,2}, Pablo Martinez^{1,2}, Orlando Maldonado¹, Cristian A. Lasagna-Reeves^{1,2,3*}

320 West 15th Street
Indianapolis, IN, 46202
Office: 

ABSTRACT

Alzheimer's disease (AD) is a neurological disorder characterized by the overproduction and aggregation of amyloid-beta ($A\beta$) and phosphorylation and intraneuronal accumulation of tau. These events promote synaptic dysfunction and loss, leading to neurodegeneration and cognitive deficits. Astrocytes are intimately associated with synapses and become activated under pathological conditions, becoming neurotoxic and detrimentally affecting synapses. Although it has been established that reducing neuronal tau expression prevents $A\beta$ induced toxicity, the role of astrocytic tau in this setting remains understudied. Herein, we performed a series of primary culture experiments to evaluate the effect of decreasing astrocytic tau levels on astrocyte-mediated neurotoxicity with $A\beta$ stimulation. Our results suggest that the downregulation of tau in astrocytes promotes a neuroprotective genetic profile that mitigates astrocyte-mediated neurotoxicity induced by $A\beta$, marked by the increased expression of neuroprotective factors such as Petraxin 3 (PTX3). These results expand our understanding of how reducing tau contributes to improving astrocyte function by stimulating synaptoprotective factors. Additionally, our study clarifies the role of astrocytic tau in known neuronal networks effects of tau reduction on health and disease. Reducing endogenous astrocytic tau expression could be a potential strategy to manage the deleterious effects of synaptic damage in AD and other neurological conditions.

Keywords: Tau, astrocytes, synaptotoxicity, neuroprotection, beta-amyloid.

1
2
3
4
5
6
7
8
9
10
11
12
13
14
15
16
17
18
19
20
21
22
23
24
25
26
27
28
29
30
31
32
33
34
35
36
37
38
39
40
41
42
43
44
45
46
47
48
49
50
51
52
53
54
55
56
57
58
59
60
61
62
63
64
65
66
67
68
69
70
71

INTRODUCTION

Alzheimer’s disease (AD) is a neurological disorder characterized by extracellular plaques composed of aggregated forms of the amyloid-beta (A β) peptide and intraneuronal neurofibrillary tangles (NFTs), neuropil threads, and dystrophic neurites that contain aggregated forms of the protein tau (‘tau pathology’) ¹⁻³. The pathways underlying tau-pathology-induced synaptotoxicity, neurodegeneration and later cognitive deficit are not fully understood. The prevailing hypothesis is that hyperphosphorylation, misfolding, and fibrillization of tau impairs synaptic structures and triggers neuronal death ^{4,5}; it is widely accepted that tau acquires a toxic gain of function. The adverse effects of A β on neuronal degeneration and cognitive dysfunction are considered to depend largely on tau ⁶. It has been reported that reducing tau expression prevents or diminishes A β -induced toxicity in cultures of rodent primary neurons ^{7,8}. Moreover, *in vivo* studies have revealed that total genetic ablation of endogenous murine tau in a hA β PP mouse model prevents behavioral deficits and synaptic alterations ^{7,9-12}. The results of these studies indicate that lowering tau levels is a potential therapeutic strategy for AD, bypassing the need to determine which forms of tau are most detrimental.

Under physiological conditions, tau is mainly expressed by neurons ¹³. Therefore, most tau-related studies, including those evaluating the effect of decreasing tau levels, have been focused on neurons ^{14,15}. Interestingly, tau is also expressed in astrocytes, although at lower levels than in neurons ^{13,16}. Under physiological conditions, several astrocytic mechanisms contribute to the regulation of neuronal function, synaptic integrity and plasticity ¹⁷. Alterations in astrocytic function may therefore contribute to synaptic loss in AD ¹⁸; however, the extent of this contribution is currently unclear. As the expression levels of astrocytic tau in AD and related dementias are low, its relevance has yet to be studied in detail. Recent studies have revealed that tau accumulates

in the astrocytes of AD patients (16,17) and correlates with synaptic alterations; thus, we aimed to determine if astrocytic tau deletion protects synapses against the toxic effects of A β oligomers. Here, we determined that astrocytes are important mediators of A β -induced neurotoxicity and that reducing endogenous astrocytic tau expression ameliorates synaptotoxicity. Our gene expression analyses suggest that this beneficial effect could be due to the neuroprotective phenotype adopted by *Mapt* null astrocytes as a result of Pentraxin 3 (PTX3) expression upregulation.

MATERIALS AND METHODS

Animals

P0-P1 wild type (WT, C57BL/6J, JAX # 000664) and tau knockout (Tau^{-/-}, JAX # 007251) male and female pups were used for the cortical astrocyte and neuronal culture experiments, and 6-month-old (6 mo) WT and tau^{-/-} mice were used for the immunofluorescence studies. Mice were housed at the Indiana University School of Medicine (IUSM) animal care facility and were maintained in accordance with USDA standards (12 h light/dark cycle; food and water *ad libitum*) and Guide for the Care and Use of Laboratory Animals Committee-approved procedures. Tissues were collected after the animals were euthanized by decapitation under deep anesthesia. Brains were extracted and prepared as previously described ¹⁹.

Astrocyte cultures

Astrocytes were cultured as previously described ²⁰. Briefly, brains were extracted and cortexes were dissected and washed with CMF-HBSS. Cortexes were resuspended in 4.5 mL of CMF-HBSS and incubated with 2.5% trypsin and 1% DNase for 15 min at 37°C, with gentle swirling of the tubes every 5 min. Next, a cell suspension was obtained by carefully pipetting the tissue. The cell suspension was filtered through a 40 μ m pore cell strainer and centrifuged at 1000 rpm

1
2
3 95 for 8 min. The cells were counted, and 1×10^6 cells/mL were seeded in 12 well plates containing
4
5 96 18 mm sterile coverslips in 37°C prewarmed glial medium (minimal essential medium (MEM)),
6
7
8 97 0.6% glucose, 1x penicillin/streptomycin, and 10% fetal bovine serum (FBS) for the
9
10 98 immunofluorescence experiments. Sixty-millimeter cell culture dishes were used for astrocyte
11
12 99 conditioned medium (ACM) collection. The cells were maintained by replacing the glial medium
13
14
15 100 every 2 days until the desired confluency was achieved at 12 days.

16
17 101 **Neuronal cultures**

18
19 102 The procedure used for cortical neuronal culture was based on previous work ²¹. Briefly, brains
20
21 103 were extracted and cortexes were dissected and washed twice with dissection medium (DM, 97.5%
22
23 104 HBSS, 1X sodium pyruvate, 0.1% glucose, 10 mM HEPES). The cortexes were suspended in 4.5
24
25 105 mL of DM and incubated with 2.5% trypsin and 1% DNase for 15 min. After 2 washes with DM,
26
27 106 cortexes were washed twice with 37°C prewarmed plating media (PM, 86.55% MEM Eagle’s with
28
29 107 Earle’s BSS, 10% filtered and heat-inactivated FBS, 0.45% glucose, 1X sodium pyruvate, 1X
30
31 108 glutamine, 1X penicillin/streptomycin). Tissue was desegregated using glass Pasteur pipettes with
32
33 109 tips previously rounded by gentle flaming. The resulting suspension was filtered through a cell
34
35 110 strainer (40 μ m pore). The cells were counted, and 200,000 cells/mL were seeded on 12 well plates
36
37 111 containing 1 mL of 37°C prewarmed maintenance medium (MM, 95% neurobasal media, 1x B-27
38
39 112 supplement, 1x glutamine, 1x penicillin/streptomycin) and 18 mm coverslips treated overnight
40
41 113 with 0.5% poly-L-lysine in borate buffer. Half of the media was replaced with fresh 37°C
42
43 114 prewarmed MM five hours after seeding. On the 3rd day of culture, cytosine arabinoside (AraC)
44
45 115 was added at a final concentration of 3 μ M. Neurons were maintained for 14 days. Half of the
46
47 116 medium was replaced every two days with fresh 37°C prewarmed MM.
48
49
50
51
52
53

54
55 117 **Amyloid-beta (A β) oligomer preparation**

A β oligomers were prepared as previously described²². Briefly, 0.3 mg of lyophilized peptide A β ₁₋₄₂ (03112 Novex by Life Technologies) was resuspended in 500 μ L of 50% acetonitrile/water and lyophilized. The protein powder was dissolved in 200 μ L of hexafluoroisopropanol (HFIP), and the suspension was incubated for 15 min at room temperature. Next, 700 μ L of cell-culture-grade ultrapure water was added, and the suspension was stirred at 500 rpm using a Teflon-coated micro stir bar for 36 h at 22°C in a fume hood. An 18-gauge needle was used to make 3 holes in the caps of the tubes to allow the evaporation of HFIP.

Astrocyte stimulation with A β , collection of astrocyte-conditioned medium (ACM) and recombinant PTX3 addition

After culturing astrocytes for 12 days *in vitro* (DIV), A β oligomers were added at a final concentration of 1 μ M and the cells were incubated for a further 24 h. The next day, the astrocytes were washed twice with 37°C prewarmed cell-culture-grade sterile PBS (1X), and the medium was replaced with glial medium without phenol red and FBS. The medium was conditioned for 24 h. The next day, the ACM was collected and lyophilized. The protein powder was resuspended in 1.5% of the original lyophilized volume in cell-culture-grade sterile PBS (1X). The total protein content of the ACM was determined by the BCA method, and 10 μ g was added to 14 DIV neuronal cultures. The endotoxin content of the conditioned medium was quantified using the Pierce Chromogenic Endotoxin Quantification kit (A39552, Thermo) according to the manufacturer's instructions. The conditioned media contained under 1 endotoxin unit (EU)/ml, a nontoxic concentration incapable of inducing significant glial activation²³⁻²⁶. Recombinant human PTX3 (R&D Systems 10292-TS-050) was prepared in MM at a 1 μ g/mL concentration as previously described²⁷. Heat-inactivated PTX3 (iPTX3) was obtained by heating aliquots of PTX3 for 10 min at 70 °C. Neurons were

1
2
3 140 incubated with the ACM for 24 h, fixed in 37°C prewarmed 4% paraformaldehyde 4% glucose in
4
5
6 141 PBS 1X for 15 min, and stained for synaptic markers.
7
8 142 **AAV production and astrocyte transduction**
9
10
11 143 The mouse tau shRNA sequence (CTGGAGCAGAAATTGTGTATAA) was used for the shRNA
12
13
14
15 144 experiments. The shRNA-tau sequence was cloned downstream the GFAP promoter and packaged
16
17
18 145 into an AAV9 vector from Vectorbuilder. A scrambled shRNA sequence (shScr) was used as the
19
20
21
22 146 transduction control. Primary astrocyte cultures were transduced with 2.44×10^{11} viral particles at
23
24
25
26 147 12 DIV for 7 days with the shRNA-tau to downregulate astrocytic tau or shScr.
27
28
29 148 **Astrocyte and neuronal culture immunofluorescence (IF)**
30
31 149 Fixed cells on coverslips were washed with 1X PBS and permeabilized with 0.1% Triton X-100
32
33 150 in 1X PBS for 15 min, followed by a single 5 min wash with 1X PBS. Next, nonspecific epitopes
34
35 151 were blocked with 3% BSA in 1X PBS for 1 h at RT. Primary antibodies were diluted in 1% BSA
36
37 152 in 1X PBS and added to the cells. The cells were then incubated overnight (ON) in a humidified
38
39 153 chamber at 4 °C. The following antibodies were used for neurons: Synapsin-1 (1:100, ab64581
40
41 154 Abcam) and PSD95 (1:100, ab2723 Abcam). GFAP (1:100, G3893 Sigma) and PTX3 (1:100,
42
43 155 PA5-101097 Invitrogen) were used for astrocytes. The next day, the coverslips were washed 3
44
45 156 times with 1X PBS and the corresponding mouse, and rabbit Alexa Fluor 488 and 568 secondary
46
47 157 antibodies (Invitrogen A32723 and A11036, respectively) were added. The coverslips were then
48
49 158 incubated in 1% BSA for 1 h at RT. Next, three 1X PBS washes were performed and the coverslips
50
51 159 were mounted with Vectashield containing DAPI (Vector Laboratories) and sealed with nail polish.
52
53
54
55
56
57
58
59
60

The percentage of GFAP-positive cells was determined to assess astrocyte purity. The coverslips were examined using a Nikon A1R Scanning Confocal Microscope coupled with Nikon NIS Elements imaging software. Synaptic cluster quantification was performed with Fiji (ImageJ) as previously described²⁸. Immunofluorescence intensity was analyzed with Fiji as previously described²⁹.

Brain section immunofluorescence

Paraffin sections were deparaffinized in xylene, rehydrated in ethanol (EtOH) and washed with deionized water. After blocking with 1% BSA in 1X PBS, the sections were incubated ON at 4°C with GFAP (1:100, G3893 Sigma) and PTX3 (1:100, PA5-101097 Invitrogen) antibodies. The next day, a 5 min 1X PBS wash was performed, followed by incubation for 1 h with the corresponding Alexa Fluor 488 and 568 secondary antibodies in 1% BSA. Finally, brain sections were washed 3 times with 1X PBS, quickly dipped in deionized water and mounted with Vectashield containing DAPI (Vector Laboratories). The sections were examined using the microscope and procedures described for the astrocyte and neuronal cell immunofluorescence experiments.

Western blots

Astrocyte cultures were washed twice with sterile 1X PBS and scraped from the dish with 100 µL RIPA buffer supplemented with 1 protease inhibitor cocktail tablet/10 mL (Roche 011836170001). The lysate was resuspended thoroughly and centrifuged at 15,000 RPM at 4°C for 10 min. The supernatant was collected, and the protein concentration was determined using the BCA method. The samples were mixed with loading buffer, and 30 µg of total protein was loaded on a NuPAGE 4–12% Bis-Tris protein gel (Invitrogen) and separated at 70 V. The proteins were dry-transferred

1
2
3 182 into a nitrocellulose membrane. The membrane was blocked for 1 h in 5% dry milk powder
4
5 183 reconstituted in TBS-T 0.01%; subsequently, total tau (DAKO A0024, 1:5000) and β -actin (Santa
6
7 184 Cruz sc4778, 1:5000) primary antibodies diluted in TBS-T 0.01% -BSA 3% were added, and the
8
9 185 membrane was incubated ON at 4°C. The next day, the antibodies were replaced with the
10
11 186 corresponding secondary HRP-conjugated antibodies (goat anti-mouse and goat anti-rabbit
12
13 187 Jackson ImmunoResearch 711035152 and 715035150 respectively) in 5% milk, and the
14
15 188 membranes were incubated for 1 h. at room temperature (RT). According to the manufacturer's
16
17 189 specification, the membranes were washed twice with TBS-T and visualized using SuperSignal
18
19 190 West Pico PLUS Chemiluminescent (ThermoFisher) developing solution.
20
21
22
23

24 191 **NanoString gene expression analysis**

25
26 192 Total mRNA was purified from primary astrocyte cultures and multiplexed using the nCounter
27
28 193 analysis system (NanoString Technologies, Seattle, WA, USA) combined with the nCounter
29
30 194 Mouse Glial Profiling Panel. Briefly, 100 ng total RNA per sample was loaded and hybridized
31
32 195 with probes for 16 h at 65° C following the manufacturer's protocol. Only samples with an RNA
33
34 196 integrity number (RIN) > 9 were used for the NanoString analysis. Counts for target genes were
35
36 197 normalized to the best fitting housekeeping genes as determined by nSolver software to account
37
38 198 for variation in RNA content. The background signal was calculated as the mean value of the
39
40 199 negative hybridization control probes. The expression data were excluded when the background
41
42 200 signals were lower than the average negative control background signal, and probes with <100
43
44 201 reads for 6 or more samples were removed from the analysis. Downstream analyses and
45
46 202 visualizations of gene expression datasets were performed using the NanoString nCounter
47
48 203 Advanced Analysis Report software.
49
50
51
52

53
54 204 **ELISA assay on ACM**

In order to assess the concentration of PTX3 present on our ACM, the Abcam Mouse PTX3 ELISA Kit (ab245713) was used. The 96-well plate was prepared following the manufacturer's instructions, using 50 μ L of undiluted ACM, which was obtained as described before in the Methods. Finally, the plate was read at 405 nm on a microplate reader and the absorbances on the different samples were analyzed and plotted.

Statistical analysis

The experimental analyses and data collection protocols were performed blind unless otherwise stated. Statistical analyses were performed using the GraphPad Prism software. Normal distribution of data was evaluated using a Shapiro–Wilk Normality Test; subsequently, statistical comparisons and p-value calculations were conducted using one-way ANOVA and two-tailed unpaired Student's t-tests as stated for each experiment. Significance was set at $p < 0.05$, and significant differences are indicated in the figures. Data are presented as the mean $\pm$ SEM. The number of biological replicates is noted in the figures for each experiment.

RESULTS

Decreasing neuronal tau levels mitigate astrocyte-mediated synaptotoxicity induced by A β .

Endogenous tau ablation has been shown to prevent A β toxicity in cultured rodent primary neurons³⁰; additionally, astrocytes are important mediators of A β -induced neurotoxicity³¹. Here, we first aimed to determine if neuronal tau absence confers protection against the synaptotoxic effects of A β -induced astrocytes. To do so, we performed a series of primary culture experiments in which WT astrocytes were first stimulated with A β oligomers. The culture medium was then replaced, and fresh medium was applied and conditioned by the A β -stimulated astrocytes. Next, this

1
2
3 228 astrocyte conditioned media (ACM) was used to treat WT or tau^{-/-} neurons. As a control, we used
4
5 229 ACM from nonstimulated (ns) astrocytes. Synaptic integrity was determined by quantifying the
6
7
8 230 number of synaptic clusters of synapsin-1 (Syn-1, presynaptic), PSD95 (postsynaptic) and their
9
10 231 level of synaptic colocalization (Figure 1 A). When tau was absent from neurons, the toxic effects
11
12 232 of Aβ-stimulated astrocytes were avoided, as there was no reduction in the cluster number of both
13
14 233 Syn-1 and PSD95 and their colocalization on Aβ-ACM-treated Tau^{-/-} neurons in relation to control
15
16
17 234 groups (Figure 1 B, C and quantification on D, E & F). These results show that neuronal tau
18
19 235 ablation prevents the synaptotoxic effects of Aβ-induced astrocytes.
20
21
22 236

23 237 **Decreasing astrocytic tau levels mitigate astrocyte-mediated synaptotoxicity induced by Aβ.**

24
25 238 It has been reported recently that astrocytic tau is relevant to the process of synaptic loss in several
26
27 239 neurological diseases ^{17,32}. Therefore, we decided to evaluate the effect of decreasing astrocytic
28
29 240 tau levels on astrocyte-mediated neurotoxicity under Aβ stimulation. The primary culture
30
31 241 approach was similar, except WT and tau^{-/-} astrocytes were treated with Aβ oligomers followed
32
33 242 by an analysis of synaptic integrity in WT neurons after ACM treatment (Figure 2A). Upon
34
35 243 exposure to Aβ oligomers, WT astrocytes and tau^{-/-} astrocytes adopted a reactive phenotype,
36
37 244 indicated by the increase in the GFAP signal (Supplementary Fig. 1A). Interestingly, when tau is
38
39 245 absent from astrocytes, the synaptotoxic effects of Aβ induction was prevented, since Aβ-ACM
40
41 246 treated WT neurons did not show a reduction on the clusters of both Syn-1 and PSD95 and their
42
43 247 colocalization in comparison to controls (Figure 2 B, C and quantification on D, E & F). We
44
45 248 measured tau mRNA and protein levels in these glial cells to determine if the neurotoxicity of WT
46
47 249 astrocytes stimulated with Aβ oligomers was due to astrocytic tau accumulation and aggregation.
48
49 250 The Aβ treatment did not affect the levels of tau RNA and protein in WT astrocytes
50
51
52
53
54
55
56
57
58
59
60

(Supplementary Fig. 1B -D). These results suggest that astrocytic tau is necessary to induce synaptic loss under pathological conditions, and its cell-specific deletion confers synaptic protection under A β stimulation.

Tau^{-/-} astrocytes adopt a neuroprotective phenotype

Given the protective effect of astrocytic tau ablation on A β -induced synaptotoxicity, we wondered whether there would be heterogeneity in gene expression between WT and tau^{-/-} astrocytes. Thus, we performed a partial transcriptomic analysis using the NanoString Technologies glial profiling panel, which evaluates the expression levels of 770 genes involved in glial cell biology. The volcano plot of the 770 genes analyzed confirmed that tau^{-/-} astrocytes have a distinct gene expression profile compared with WT astrocytes (Figure 3A and Supplementary File 1). When the global significance scores of several gene annotations were analyzed, the A2-astrocyte annotation, indicating a neuroprotective astrocytic phenotype^{33,34}, had the highest score in tau^{-/-} astrocytes compared with WT astrocytes (Figure 3B-C and Supplementary File 1). Next, we plotted the normalized expression values (z-scores) of the genes contained in the A2 annotation on a heat map and compared the two astrocyte phenotypes. Of the 12 A2-neuroprotective genes analyzed, the expression levels of PTX3 and Cd109 were increased in tau^{-/-} astrocytes (Figure 3D). These results were confirmed by analyzing the normalized counts of both genes (Figure 3 E and F). Interestingly, when we individually analyzed the expression levels of each of the 770 genes, we found that genes known to be positive regulators of synaptic integrity (*Ncam*, *Nrcam*, *Uchl1*, *Fgf2* and *Dnm1l*)³⁵⁻⁴³ were upregulated in tau^{-/-} astrocytes versus WT controls (Supplementary Fig. 2A and Supplementary Table 1). Consistently, we observed that negative regulators of synaptic integrity (*Ranbp9* and *Hdac2l*)⁴⁴⁻⁴⁶ were downregulated in tau^{-/-} astrocytes versus WT astrocytes

(Supplementary Fig. 2B and Supplementary Table 1). Taken together, these results show that the absence of astrocytic tau confers a neuroprotective phenotype marked by the increased expression of neuroprotective factors.

PTX3 expression is upregulated in tau^{-/-} astrocytes and prevents the synaptotoxic effects of A β stimulation

PTX3, an acute-phase protein involved in the immune response to inflammation^{47,48}, is a newly discovered marker of anti-inflammatory A2 reactive astrocytes⁴⁹. Interestingly, PTX3 is involved in processes promoting synaptic remodeling and neurogenesis^{27,50}, and astrocytic-derived PTX3 preserves blood-brain barrier integrity in pathological conditions⁵¹. This evidence, coupled with our findings that PTX3 is highly upregulated in tau^{-/-} astrocytes (Figure 3A), suggests PTX3 is an interesting candidate for evaluation in the context of the synaptoprotective effects of astrocytic tau ablation.

We first aimed to determine if PTX3 expression is upregulated in tau^{-/-} astrocytes at the protein level and if A β oligomers affect the levels of PTX3 in WT and tau^{-/-} astrocytes. We confirmed that PTX3 expression is upregulated in tau^{-/-} astrocytes by immunofluorescence. Interestingly, PTX3 levels were not affected by A β oligomers in WT or tau^{-/-} astrocytes, suggesting that even with A β stimulation, PTX3 levels in tau^{-/-} astrocytes remain high (Figure 4A and B). Next, we analyzed the levels of secreted PTX3 in astrocyte supernatants by ELISA and found that PTX3 levels are increased in tau^{-/-} ACM compared with those in WT ACM. The levels of secreted PTX3 in WT and tau^{-/-} ACM were not affected by A β treatment (Figure 4 C). To determine if the tau ablation-related increase in PTX3 levels also occurs *in vivo*, we performed double staining for astrocytes (GFAP) and PTX3 in brain sections from 6-month-old tau^{-/-} mice and WT controls. We found

increased PTX3 expression in the hippocampi of tau^{-/-} mice compared to that in WT mice. Interestingly, this increase was mainly observed in astrocytes and their surrounding areas (Figure 4 D and quantification on E). These results suggest that astrocytic tau depletion increases PTX3 expression and secretion, leading to neuroprotection. We repeated our cell culture system approach to determine whether PTX3 has a direct synaptoprotective effect against astrocyte-mediated synaptotoxicity. ACM from Aβ-stimulated WT astrocytes was incubated with recombinant PTX3 and added to WT neurons to determine synaptic integrity. We used heat-inactivated PTX3 (iPTX3, Figure 5A) as a control. In the presence of PTX3, the toxic effects of Aβ-stimulated astrocytes were avoided. This was demonstrated by a lack of reduction in Syn-1 and PSD95 clusters and a lack of change in their colocalization compared with the control group (Figure 5 B and quantification of C-E). These results show that active PTX3 behaves as a synaptoprotective factor and prevents astrocyte-mediated synaptotoxicity induced by Aβ oligomers.

Astrocytic tau silencing via short hairpin leads to an increase in PTX3 and prevents the synaptotoxic effects of Aβ

To confirm that the increased PTX3 levels and the neuroprotective effect observed in tau^{-/-} astrocytes were indeed due to a decrease in tau levels and not a gene deletion effect, we evaluated whether silencing tau in WT astrocyte cultures would produce similar results. We transduced WT astrocytes with an AAV expressing a short hairpin for tau (shTau) and subsequently exposed these cells to Aβ oligomers. We used a virus with a scrambled shRNA sequence (shScr) as the control (Figure 6 A). After confirming the decrease in tau levels in astrocytes transduced with the shTau (Figure 6 B), we evaluated the effect of this decrease on PTX3 levels. As in tau^{-/-} astrocytes, WT

1
2
3 320 astrocytes transduced with shTau showed an increase in the expression of PTX3 independently of
4
5 321 the treatment with A β (Figure 6 C & D), confirming that the effect on PTX3 levels is indeed due
6
7 322 to a decrease in tau. Finally, we evaluated the effect of downregulating astrocytic tau levels on
8
9
10 323 astrocyte-mediated neurotoxicity under A β stimulation (Figure 7A). When tau was downregulated
11
12 324 in WT astrocytes transduced with the shTau, the synaptotoxic effects of A β induction was
13
14 325 prevented since A β -shTau ACM-treated WT neurons did not show a reduction in Syn-1 and
15
16 326 PSD95 clusters or colocalization in comparison to A β -shScr ACM-treated neurons (Figure 7 B
17
18 327 and quantification on C-E). These results suggest that the downregulation of tau in astrocytes
19
20 328 triggers a neuroprotective genetic profile that mitigates astrocyte-mediated neurotoxicity induced
21
22
23 329 by A β .
24
25
26
27 330
28
29 331

31
32 332 **DISCUSSION**

33
34 333 The data reported here demonstrate that astrocytic tau is necessary for astrocyte-mediated
35
36 334 synaptotoxicity induced by A β . We also show that astrocytes acquire a neuroprotective profile
37
38 335 when tau levels are downregulated. This neuroprotective effect arises from an increase in PTX3
39
40 336 expression and secretion, conferring a synaptoprotective effect under pathological conditions.
41
42
43 337 Tau pathology occurs downstream of A β accumulation in AD ⁵²⁻⁵⁴. The ablation or reduction of
44
45 338 endogenous, nonaggregated WT tau prevents or diminishes A β toxicity *in vitro* and *in vivo*. For
46
47 339 example, tau reduction prevents behavioral abnormalities in hAPP transgenic mice characterized
48
49 340 by the formation of amyloid plaques but no tau aggregates ^{7,9,55}. In neuronal culture, tau ablation
50
51 341 prevents axonal transport deficits caused by A β oligomers ^{14,56}. Interestingly, decreasing
52
53 342 endogenous tau levels is beneficial in murine models of Parkinson's disease ⁵⁷, autism ⁵⁸, stroke ⁵⁹

and epilepsy^{9,60,61}, despite the lack of abnormal tau in these models, suggesting that this beneficial effect does not directly involve tau aggregation processes.

Recent studies have revealed that tau reduction could suppress the aberrant neuronal network activities enabled by nonaggregated tau^{6,15}. Tau reduction was shown to differentially affect functions depending on the neuronal cell type¹⁵. This differential effect of tau reduction could result from differences in the biological activities of tau in different cell types. These differences could be mediated by interactions between tau and cell-type-specific molecular pathways.

Alternatively, tau ablation in one cell type might affect another cell type indirectly through changes in synaptic network activity. This theory is of substantial interest considering the results described herein and the known ability of astrocytes to interact with neurons at synapses responding to neurotransmitters with intracellular calcium increases⁶² and to release gliotransmitters that regulate neuronal and synaptic activity⁶³. Interestingly, it has been previously reported that astrocyte-to-neuronal signaling is disrupted in the APP/PS1 mouse model characterized by the accumulation of A β amyloid plaques⁶⁴. The same group recently demonstrated how the astrocyte-neuronal network interplay is disrupted in the APP/PS1 model⁶⁵. Specifically, the authors found that astrocytes show A β -amyloid density-related hyperactivity that may create a spatial distortion in astrocyte network activity, contributing to cortical neuronal network dysregulation. Therefore, as this study that suggests that a loss of astrocyte-mediated regulation is a major contributor to neuronal network pathophysiology in AD⁶⁵ and as total tau reduction beneficially suppresses aberrant neuronal network activities^{6,15}, it is feasible to postulate that the benefit of total tau ablation *in vivo* could arise in part from astrocytic tau downregulation.

Recently, transcriptomic profiling has helped identify the diverse heterogeneity and distinct molecular states of astrocytes in different disease models⁶⁶. In an early transcriptomic study⁶⁷ and

1
2
3 366 its follow-up ⁶⁸, it was proposed that astrocytes adopt an A1 neurotoxic phenotype after exposure
4
5 367 to specific cytokines secreted by microglia exposed to lipopolysaccharide (LPS), whereas they
6
7 368 acquire an A2 neuroprotective phenotype after middle cerebral arterial occlusion (MCAO), a
8
9
10 369 model of ischemic stroke. However, it has become increasingly clear that more complex
11
12 370 neuroinflammatory subtypes of astrocytic reactivity exist that do not necessarily align with the
13
14 371 recently established A1/A2 dichotomy ⁶⁹⁻⁷¹. A1 astrocytes can be identified by their upregulation
15
16 372 of complement component 3 (C3) and have been found to lose many normal homeostatic functions,
17
18 373 such as the promotion of neuronal survival, neurite outgrowth, and synapse formation. This
19
20 374 suggests that A1s are either unable to maintain synapses or actively disassemble them by releasing
21
22 375 multiple complement components that help drive synaptic degeneration. A1 astrocytes also exert
23
24 376 a toxic gain of function by secreting soluble neurotoxin(s) that induce neuronal and
25
26 377 oligodendrocyte death, supporting the notion that A1 astrocytes are involved in the development
27
28 378 of neurodegenerative diseases ^{68,72}. In contrast, A2 reactive astrocytes upregulate the expression
29
30 379 of many neurotrophic factors that promote the survival and growth of neurons, as well as
31
32 380 thrombospondins, which promote synapse repair. Thus, A2 astrocytes might have beneficial or
33
34 381 reparative functions. PTX3, a newly identified A2-marker, is an acute-phase protein linked to
35
36 382 immune responses to inflammation ⁴⁹. PTX3 increases neuronal stem cell proliferation ⁷³ and
37
38 383 promotes synaptogenesis in hippocampal neuronal culture ²⁷. PTX3 gene knockout has also been
39
40 384 shown to reduce neuronal repair and regeneration following ischemic brain injury ^{51,73,74}.
41
42 385 Additionally, PTX3 can bind and tune the complement activation pathway and prevent
43
44 386 inflammatory reactions ⁷⁴⁻⁷⁶. Specifically, PTX3 regulates C3-deposition by interacting with and
45
46 387 recruiting the negative regulator Factor H ^{75,76}. This point has great relevance, taking into
47
48 388 consideration novel studies demonstrating the loss of C3 and C3a receptors, which positively
49
50
51
52
53
54
55
56
57
58
59
60

correlated with cognitive decline and Braak staging in human AD brains, ameliorates synapse loss and neurodegeneration in AD mouse models of amyloidosis and tauopathy^{77,78}. Therefore, our results suggest that the downregulation of astrocytic tau levels not only promotes the expression of anti-inflammatory and neuroprotective factors but could also directly or indirectly inhibit the upregulation of known pro-inflammatory and synaptotoxic related pathways.

In conclusion, our study expands our understanding of how reducing tau contributes to improving astrocyte function by stimulating synaptoprotective factors. Additionally, we provided evidences on the role of astrocytic tau in known neuronal networks effects of tau reduction on health and disease. Reducing endogenous astrocytic tau expression is a potential strategy for managing the deleterious effects of synaptic damage in AD and other neurological conditions.

1
2
3
4
5
6
7
8
9
10
11
12
13
14
15
16
17
18
19
20
21
22
23
24
25
26
27
28
29
30
31
32
33
34
35
36
37
38
39
40
41
42
43
44
45
46
47
48
49
50
51
52
53
54
55
56
57
58
59
60

413
414
ACKNOWLEDGMENTS AND DISCLOSURES
415
416 We thank Dr. Louise Pay for her critical editing of the manuscript. The authors also would like to
417 thank Dr. Juan F. Codocedo and Hernan Brito GD for their input in the study and figure preparation.
418 This work was supported by the Alzheimer’s Association grants AARFD-643712 &
419 AARG-D591887, the NIH grants NIH/NIA: (1R01AG059639), NIH/NINDS: (1R01NS119280),
420 and the Department of Defense grant AZ180006.

CONFLICTS OF INTEREST
422
423 The authors declare no conflicts of interest.

AUTHORS CONTRIBUTIONS
425
426 CAL-R and PC conceived and coordinated the study; PC performed the cell culture experiments,
427 immunofluorescence experiments and biochemical assays. XT performed the NanoString analysis
428 and generated data with nSolver. PM designed the shTau and shScr-containing AAV and assisted
429 with experimental design. OM supported the generation of data from neuronal cultures. PC
430 analyzed the data and drafted the images for publication. CAL-R and PC wrote the manuscript.
431 All authors have read and approved the final manuscript.

AVAILABILITY OF DATA
433
434 The data that supports the findings of this study are available in the supplementary material of this
435 article.

REFERENCES

- 1 Holtzman, D. M., Morris, J. C. & Goate, A. M. Alzheimer's disease: the challenge of the second century. *Sci Transl Med* **3**, 77sr71, doi:10.1126/scitranslmed.3002369 (2011).
- 2 Castellani, R. J., Rolston, R. K. & Smith, M. A. Alzheimer disease. *Dis Mon* **56**, 484-546, doi:10.1016/j.disamonth.2010.06.001 (2010).
- 3 Serrano-Pozo, A., Frosch, M. P., Masliah, E. & Hyman, B. T. Neuropathological alterations in Alzheimer disease. *Cold Spring Harb Perspect Med* **1**, a006189, doi:10.1101/cshperspect.a006189 (2011).
- 4 Wang, Y. & Mandelkow, E. Tau in physiology and pathology. *Nat Rev Neurosci* **17**, 5-21, doi:10.1038/nrn.2015.1 (2016).
- 5 Spiers-Jones, T. L. & Hyman, B. T. The intersection of amyloid beta and tau at synapses in Alzheimer's disease. *Neuron* **82**, 756-771, doi:10.1016/j.neuron.2014.05.004 (2014).
- 6 Chang, C. W., Shao, E. & Mucke, L. Tau: Enabler of diverse brain disorders and target of rapidly evolving therapeutic strategies. *Science* **371**, doi:10.1126/science.abb8255 (2021).
- 7 Roberson, E. D. *et al.* Amyloid-beta/Fyn-induced synaptic, network, and cognitive impairments depend on tau levels in multiple mouse models of Alzheimer's disease. *The Journal of neuroscience : the official journal of the Society for Neuroscience* **31**, 700-711, doi:10.1523/JNEUROSCI.4152-10.2011 (2011).
- 8 DeVos, S. L. *et al.* Synaptic Tau Seeding Precedes Tau Pathology in Human Alzheimer's Disease Brain. *Front Neurosci* **12**, 267, doi:10.3389/fnins.2018.00267 (2018).
- 9 Roberson, E. D. *et al.* Reducing endogenous tau ameliorates amyloid beta-induced deficits in an Alzheimer's disease mouse model. *Science* **316**, 750-754, doi:10.1126/science.1141736 (2007).
- 10 Cantero, J. L. *et al.* Role of tau protein on neocortical and hippocampal oscillatory patterns. *Hippocampus* **21**, 827-834, doi:10.1002/hipo.20798 (2011).
- 11 Ittner, L. M. *et al.* Dendritic function of tau mediates amyloid-beta toxicity in Alzheimer's disease mouse models. *Cell* **142**, 387-397, doi:10.1016/j.cell.2010.06.036 (2010).
- 12 Hall, A. M. *et al.* Tau-dependent Kv4.2 depletion and dendritic hyperexcitability in a mouse model of Alzheimer's disease. *J Neurosci* **35**, 6221-6230, doi:10.1523/JNEUROSCI.2552-14.2015 (2015).
- 13 Zhang, Y. *et al.* An RNA-sequencing transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex. *The Journal of neuroscience : the official journal of the Society for Neuroscience* **34**, 11929-11947, doi:10.1523/JNEUROSCI.1860-14.2014 (2014).
- 14 Vossel, K. A. *et al.* Tau reduction prevents Abeta-induced axonal transport deficits by blocking activation of GSK3beta. *J Cell Biol* **209**, 419-433, doi:10.1083/jcb.201407065 (2015).
- 15 Chang, C. W., Evans, M. D., Yu, X., Yu, G. Q. & Mucke, L. Tau reduction affects excitatory and inhibitory neurons differently, reduces excitation/inhibition ratios, and counteracts network hypersynchrony. *Cell Rep* **37**, 109855, doi:10.1016/j.celrep.2021.109855 (2021).
- 16 Zhang, T. *et al.* Purification and characterization of a novel phloretin-2'-O-glycosyltransferase favoring phloridzin biosynthesis. *Sci Rep* **6**, 35274, doi:10.1038/srep35274 (2016).
- 17 Richetin, K. *et al.* Tau accumulation in astrocytes of the dentate gyrus induces neuronal dysfunction and memory deficits in Alzheimer's disease. *Nat Neurosci* **23**, 1567-1579, doi:10.1038/s41593-020-00728-x (2020).

1
2
3 480 18 Henstridge, C. M., Hyman, B. T. & Spires-Jones, T. L. Beyond the neuron-cellular interactions
4 481 early in Alzheimer disease pathogenesis. *Nat Rev Neurosci* **20**, 94-108, doi:10.1038/s41583-018-
5 482 0113-1 (2019).
6 483 19 You, Y. *et al.* Tau as a mediator of neurotoxicity associated to cerebral amyloid angiopathy. *Acta*
7 484 *Neuropathol Commun* **7**, 26, doi:10.1186/s40478-019-0680-z (2019).
8 485 20 Kaech, S. & Banker, G. Culturing hippocampal neurons. *Nature protocols* **1**, 2406-2415,
9 486 doi:10.1038/nprot.2006.356 (2006).
10 487 21 Beaudoin, G. M., 3rd *et al.* Culturing pyramidal neurons from the early postnatal mouse
11 488 hippocampus and cortex. *Nature protocols* **7**, 1741-1754, doi:10.1038/nprot.2012.099 (2012).
12 489 22 Guerrero-Munoz, M. J. *et al.* Amyloid-beta oligomers as a template for secondary amyloidosis in
13 490 Alzheimer's disease. *Neurobiol Dis* **71**, 14-23, doi:10.1016/j.nbd.2014.08.008 (2014).
14 491 23 Gao, H. M., Hong, J. S., Zhang, W. & Liu, B. Synergistic dopaminergic neurotoxicity of the
15 492 pesticide rotenone and inflammogen lipopolysaccharide: relevance to the etiology of
16 493 Parkinson's disease. *J Neurosci* **23**, 1228-1236 (2003).
17 494 24 Lee, E. J. *et al.* Alpha-synuclein activates microglia by inducing the expressions of matrix
18 495 metalloproteinases and the subsequent activation of protease-activated receptor-1. *J Immunol*
19 496 **185**, 615-623, doi:10.4049/jimmunol.0903480 (2010).
20 497 25 Park, J. Y., Paik, S. R., Jou, I. & Park, S. M. Microglial phagocytosis is enhanced by monomeric
21 498 alpha-synuclein, not aggregated alpha-synuclein: implications for Parkinson's disease. *Glia* **56**,
22 499 1215-1223, doi:10.1002/glia.20691 (2008).
23 500 26 Zhang, W. *et al.* Aggregated alpha-synuclein activates microglia: a process leading to disease
24 501 progression in Parkinson's disease. *FASEB J* **19**, 533-542, doi:10.1096/fj.04-2751com (2005).
25 502 27 Fossati, G. *et al.* Pentraxin 3 regulates synaptic function by inducing AMPA receptor clustering
26 503 via ECM remodeling and beta1-integrin. *EMBO J* **38**, doi:10.15252/embj.201899529 (2019).
27 504 28 Cisternas, P. *et al.* Gestational Hypothyroxinemia Affects Glutamatergic Synaptic Protein
28 505 Distribution and Neuronal Plasticity Through Neuron-Astrocyte Interplay. *Mol Neurobiol*,
29 506 doi:10.1007/s12035-015-9609-0
30 507 10.1007/s12035-015-9609-0 [pii] (2015).
31 508 29 Shiha, M. H., Novo, S. G., Le Marchand, S. J., Wang, Y. & Duncan, M. K. A simple method for
32 509 quantitating confocal fluorescent images. *Biochem Biophys Rep* **25**, 100916,
33 510 doi:10.1016/j.bbrep.2021.100916 (2021).
34 511 30 Rapoport, M., Dawson, H. N., Binder, L. I., Vitek, M. P. & Ferreira, A. Tau is essential to beta -
35 512 amyloid-induced neurotoxicity. *Proc Natl Acad Sci U S A* **99**, 6364-6369,
36 513 doi:10.1073/pnas.092136199 (2002).
37 514 31 Garwood, C. J., Pooler, A. M., Atherton, J., Hanger, D. P. & Noble, W. Astrocytes are important
38 515 mediators of Abeta-induced neurotoxicity and tau phosphorylation in primary culture. *Cell*
39 516 *Death Dis* **2**, e167, doi:10.1038/cddis.2011.50 (2011).
40 517 32 Briel, N., Pratsch, K., Roeber, S., Arzberger, T. & Herms, J. Contribution of the astrocytic tau
41 518 pathology to synapse loss in progressive supranuclear palsy and corticobasal degeneration.
42 519 *Brain Pathol*, e12914, doi:10.1111/bpa.12914 (2020).
43 520 33 Liddel, S. A. *et al.* Neurotoxic reactive astrocytes are induced by activated microglia. *Nature*
44 521 **541**, 481-487, doi:10.1038/nature21029 (2017).
45 522 34 Escartin, C. *et al.* Reactive astrocyte nomenclature, definitions, and future directions. *Nat*
46 523 *Neurosci* **24**, 312-325, doi:10.1038/s41593-020-00783-4 (2021).
47 524 35 Washbourne, P. *et al.* Cell adhesion molecules in synapse formation. *J Neurosci* **24**, 9244-9249,
48 525 doi:10.1523/JNEUROSCI.3339-04.2004 (2004).
49
50
51
52
53
54
55
56
57
58
59
60

How the deposited data were processed for this re-analysis (not part of the article)

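Expression was measured in primary cortical astrocyte cultures of WT and tau knockout mice, 3 cultures of each genotype at 11 days in vitro, with the nCounter Mouse Glial Profiling Panel. As the paper's methods state, the authors loaded 100 ng RNA per culture, normalized the counts in nSolver to the best fitting housekeeping genes, calculated the background from the negative control probes, removed probes with low counts and compared the genotypes in the nCounter Advanced Analysis software, whose version is not given in the sources used here. The values used here come from the authors' deposited table of that comparison. For each of 548 genes it gives a log2 fold change and its standard error, both deposited on the log2 scale, and an unadjusted p-value computed by the authors. The deposited p-values equal, within 1.64%, those that the ratio of fold change to standard error gives on 4 degrees of freedom. Fold changes are given as tau-/- over WT.

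Values of single cultures were not analysed here, so no gene was tested anew and the depth of each culture is unknown. Calls of single genes are counts over the deposited p-values, taken at an unadjusted p under 0.05, under 0.01, with a log2 fold change beyond −1 or 1, and after Benjamini-Hochberg or Benjamini-Yekutieli adjustment over all 548 genes. The 95% intervals use the deposited standard error and 4 degrees of freedom. Gene lists were tested with cameraPR of limma on signed z-values made from the p-values, with a preset inter-gene correlation of 0.01, over the 17 lists with at least 3 members in the table and with Benjamini-Hochberg adjustment over these lists. Members called within a list were also counted when adjusted over the list alone. The undirected score of a list is the root of the mean squared ratio of fold change to standard error, and its rank among 10000 random lists of the same size was computed. The 55 annotations of the panel were scored in the same way, a step chosen after the table had been seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used.

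The genes named are Mapt, those the paper names for this assay, the 10 largest positive and 10 largest negative log2 fold changes among genes with an unadjusted p under 0.05 (Fig. 3 had been seen when this rule was written), the 5 genes with the lowest p and up to 4 members of each list. Some of these genes are not reported here. Genes were placed on chromosomes through the RefSeq gene table of GRCm38.p6, which was used only for the order of genes, and all 548 were placed.

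The steps were tested on simulated cultures with the standard errors of the table, in 20 repeats of this comparison with 548 genes each, of which 328 were unchanged. The share under an adjusted p depends on how many genes change at once. Of 100 genes changed by 1 on the log2 scale, 75.8% were under an unadjusted p of 0.05 and 62.2% under an adjusted p of 0.05. Of 100 genes changed by 2, these shares were 93.3% and 86.8%, and of unchanged genes 5.03% and 1.69%. A list of 10 genes raised by 1 was called in 20 of 20 repeats, and 0 of 200 lists of unchanged genes were called. The simulated genes were drawn independently, so these counts do not measure false calls for lists whose genes vary together.

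Alternatives were other thresholds, centring of the fold changes, lists with members left out or added, a rank-based set test and another preset correlation. Those that need values per culture, among them other normalizations, filters on low values and leaving out single cultures, were not run.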

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

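The tests of cell composition, of a general shift and of the panel's annotations were chosen after the microglial result had been seen, and the test matched on standard errors was set down before its outcome was known.

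Among genes the paper does not discuss, 5 were under an unadjusted p of 0.01 with a fold change beyond 2 in the authors' deposited table, and 0 of these passed the adjustment over all genes. In the authors' deposited table, the astrocyte marker Aldh1l1 had a log2 fold change of 1.09 and the chemokine Cx3cl1 of 1.15. Gng2, a G protein subunit, was at −1.21 in the authors' deposited table, the purinergic receptor P2ry14 at −2.57 and Cd68 at −3.80.

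Microglia markers, a list the paper does not report on, had a median log2 fold change of −1.56 in tau-/- cultures. Cd68, Cd33, Tmem119 and Sall1 were among those lower at an unadjusted p under 0.05, with log2 fold changes of −3.80, −3.36, −1.17 and −0.39 in the authors' deposited table. Tyrobp, at −3.67 in the authors' deposited table, Slc2a5, at −0.11, and Olfml3, at 1.17, did not pass. All 8 genes stand in a microglial annotation of the panel, and 0 of them are in another of the lists or in the panel's annotation Astrocyte Markers. Among 10000 random lists of the same size, the medians of the panel's own microglial annotations stood at percentile 0.04 for the neurodegenerative phenotype (8 of 32 genes lower), 0.04 for Stage 1 DAM (2 of 8 lower, median −0.66), 0.7 for Primed Microglia (7 of 64 lower), 16.4 for Microglial Markers (5 of 23 lower), 31.6 for Homeostatic Microglia (1 of 5 lower) and 40.1 for Stage 2 DAM (0 of 6 lower), and 0 of these 6 passed the set test, with adjusted p-values from 0.0833 to 0.889.

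The values argue against a general shift from the housekeeping normalization, since the median log2 fold change over all genes was 0.0065. Of 10000 random lists matched on standard error, 0.03% had a median as low, which argues against scatter of poorly measured genes that vary independently. Genes of the same cell type can vary together between cultures, which lists of unrelated genes do not reproduce. Scatter between the cultures therefore stays open. Litter, stock and day of preparation, which may go with genotype, cannot be told apart from it either. A candidate explanation is that fewer microglia were left in the tau-/- cultures, which these values leave open: the list's percentile of 0 among random lists of 8 genes restates the pattern and does not test its cause. The medians of other lists were low too, with percentiles of 0.42 for A1 genes, 1.52 for interferon-induced genes, 1.90 for cholesterol and lipid handling, 3.15 for complement, 3.39 for antigen presentation and 3.75 for astrocyte markers, against 54.7 for the oligodendrocyte lineage and 3.99 for neuron markers (12.1 without Mapt). Fewer microglia cannot be told apart from lower expression within the cells, since the panel measured RNA of whole cultures. An effect of tau loss on gene expression within microglia or astrocytes stays open and was not tested.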

How the results depend on the processing

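Which genes and lists passed depended on the threshold and the set test. The alternatives that use the panel's annotations, leave out the microglia list or leave out the study's own list of regulators were chosen after the data had been seen. Against 61 genes at an unadjusted p under 0.05, 14 passed at 0.01, 23 with a log2 fold change beyond −1 or 1, 0 after Benjamini-Hochberg and 0 after Benjamini-Yekutieli adjustment. After Benjamini-Hochberg adjustment 0 of Ptx3 and Cd109 and 0 of the 7 synaptic regulators passed, and of 77 named genes in the table 35 passed unadjusted and 0 adjusted. The fewer calls follow from the stricter thresholds. Centring shifted the log2 fold changes by 0.0065, which is too little to turn any of these calls, and leaves the set test as it is, so it says nothing about their stability. Without the microglia list 56 genes were counted. The A2 list, at an adjusted p of 0.0468, had 0.312 without Ptx3, 0.618 without Ptx3 and Cd109, 0.174 in the rank-based set test, 0.0883 with an inter-gene correlation of 0.05 and 0.0661 without the study's own list of regulators, and kept its call with Stat3 added (0.0495). Of 17 lists 3 passed, 2 in the rank-based test and with the correlation of 0.05, 1 of 16 without the study's own list, and 0 of 54 annotations of the panel. The astrocyte-derived synaptogenic factors turned from higher to lower in the rank-based test (adjusted p = 0.943), and the other 31 of 32 values of other lists had the same direction and call. Apart from leaving out genes or lists, the cause of these differences was not tested. Another normalization, another pseudocount, a filter on low values, the test named in the paper's methods, a count model, leaving out each culture, other splits of the cultures and an estimated inter-gene correlation need values per culture and were not run. No paired analysis was possible because the deposited table has no values per culture. The depth of the cultures is unknown, and the standard errors limit what could be detected.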

Differences from the paper's values

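The paper's p for PTX3 is about 0.0024 in Fig. 3E and that for Cd109 about 0.013 in Fig. 3F, both read by eye, whereas the authors' deposited table gives the authors' p = 0.00073 for Ptx3 and the authors' p = 0.000948 for Cd109. The tests and scales are unlike, since the legend names a Student's t-test on normalized counts and the table holds the comparison of the genotypes on the log2 scale. The alternative set before the data were examined, the Benjamini-Hochberg adjusted p, is 0.243 for both and also differs.

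The paper's score of the lipid metabolism annotation is about 0.5 in Fig. 3B, read by eye, and the score computed here from 27 genes is 1.39. Of the 9 annotations of Fig. 3B, 8 had scores within 1.5 times of those read from the figure, among them A2 Astrocyte at 4.91. No alternative set before the data were examined applies to the lipid annotation. Leaving out Ptx3 gives an A2 score of 3.67, within 1.5 times of that in the figure, and leaving out Ptx3 and Cd109 gives 0.989, which is not.

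The paper counts 12 A2 genes as analysed, and 7 of them are listed in the authors' deposited table. No alternative changes this number.

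The paper ranks the A2 annotation first. Over all 55 annotations, 1 had a higher score, Chemokines with 3 genes at 5.28. Among the 51 annotations with at least 5 genes, a minimum chosen after the scores were seen, A2 ranked 1. Of the 46 annotations outside the paper's list of 9, 45 scored above the lowest of the 9, and 4 scored above Astrocyte Markers, the second of the 9.

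The legend of Fig. 3A describes the horizontal line as the level corrected for the false discovery rate. With Benjamini-Hochberg adjustment over the 548 genes of the authors' deposited table, 0 genes had an adjusted p under 0.05, and 14 had an unadjusted p under 0.01. The directions of all 7 synaptic regulators were as the paper states them, with the sign of the table read from PTX3 and Cd109.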

Other observations

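Of 6 cytokines and chemokines, Cx3cl1 was higher and Ccl2 and Tgfb1 were lower at an unadjusted p under 0.05, all 3 also when adjusted over the list alone (adjusted p of the set = 0.811 from cameraPR). Of 6 interferon-induced genes 5 had negative log2 fold changes and 0 passed (median −0.38, at percentile 1.52 of random lists of the same size, adjusted p = 0.312), with Ifit1 at −1.22 in the authors' deposited table (95% interval −2.74 to 0.30). Of 5 genes of antigen presentation Psmb8 was lower (median −0.32, percentile 3.39, adjusted p = 0.350), and of 5 complement genes 0 passed, with a median of −0.33, at percentile 3.15, beside a mean z of 0.057 (adjusted p = 0.979). Among 5 genes of cholesterol and lipid handling, the cholesterol exporter Abca1 was lower at −0.53 in the authors' deposited table (−1.02 to −0.04), and Apoe, its lipid acceptor, was at −0.99 with an interval of −2.84 to 0.86 (adjusted p of the set = 0.444).

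Of 10 genes of glutamate, calcium and ion handling, Glul was higher, with a log2 fold change of 0.42 in the authors' deposited table (95% interval 0.07 to 0.77), and 0 were lower (adjusted p = 0.542). The water channel Aqp4 was at 0.85 (−0.12 to 1.82) and the glutamate transporter Slc1a3 at −0.72 (−1.85 to 0.42) in the authors' deposited table. Of 4 neuron markers Gria1 was higher and Mapt, the targeted gene, was lower (adjusted p = 0.567). Of 3 genes of the NF-kB and immediate-early list 0 passed (adjusted p = 0.567), and of 2 cell cycle genes, Ccnb1 and Mki67, 0 passed. Of 19 vascular and meningeal markers 0 are listed in the table. The median of the 7 astrocyte markers was −0.26 although their set test pointed upward, and that of the synaptogenic factors was −0.03 with a set test that also pointed upward.

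The test of the remaining A2 genes was chosen after their values had been seen, and those of list size and of the targeted locus were set down before.

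Without Ptx3 and Cd109, its strongest 2 members, the A2 score was 0.989, and 39.1% of random lists of 7 genes scored as high once their own strongest 2 members were left out, a comparison chosen after the score had been seen. The full score was reached by 0.02% of random lists of 7 genes, so a list of that size seldom has it. The list holds the genes ranked 1 and 2 by p, and Fig. 3B, which ranks it first, had been seen. The small share therefore largely restates that membership and is no independent support. Cd109 had a log2 fold change of 1.21 in the authors' deposited table. The 95% intervals of B3gnt5, Emp1 and Tm4sf1 end at 0.70, 0.64 and 0.93, which argues against a rise by that much in these genes. Those of Clcf1 and S100a10 reach 2.96 and 1.59, so such a rise stays open for them. The weighted mean of the other 5 genes had an upper 95% limit of 0.50. That limit takes the genes as independent and gives most weight to those with the smallest standard errors. A hypothesis that stays open is that tau loss raised Ptx3 and Cd109 and not the A2 programme as a whole, and no biological explanation was tested.

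DNA around the targeted locus, which can differ between a knockout line and WT mice, is a candidate source of changed genes. On the chromosome that carries Mapt, 8 of 47 genes, 17.0%, were under an unadjusted p of 0.05, against 52 of 500 genes, 10.4%, elsewhere (one-sided Fisher's exact p = 0.128). Of the 6 panel genes nearest to Mapt, Grn was lower, at −0.66 in the authors' deposited table, and Cdc27, Nsf, Gfap, Tanc2 and Dusp3 did not pass. The share was larger on that chromosome but did not pass the test, so the contribution of linked DNA cannot be told apart from chance with 47 genes.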
